# Pathway analysis identifies altered mitochondrial metabolism, neurotransmission, structural pathways and complement cascade in retina/RPE/ choroid in chick model of form-deprivation myopia

**DOI:** 10.7717/peerj.5048

**Published:** 2018-06-27

**Authors:** Loretta Giummarra, Sheila G. Crewther, Nina Riddell, Melanie J. Murphy, David P. Crewther

**Keywords:** Gene set enrichment analysis, Myopia, Mitochondrial energy metabolism, Neurotransmission, Bile acid metabolism

## Abstract

**Purpose:**

RNA sequencing analysis has demonstrated bidirectional changes in metabolism, structural and immune pathways during early induction of defocus induced myopia. Thus, the aim of this study was to investigate whether similar gene pathways are also related to the more excessive axial growth, ultrastructural and elemental microanalytic changes seen during the induction and recovery from form-deprivation myopia (FDM) in chicks and predicted by the RIDE model of myopia.

**Methods:**

Archived genomic transcriptome data from the first three days of induction of monocularly occluded form deprived myopia (FDMI) in chicks was obtained from the GEO database (accession # GSE6543) while data from chicks monocularly occluded for 10 days and then given up to 24 h of normal visual recovery (FDMR) were collected. Gene set enrichment analysis (GSEA) software was used to determine enriched pathways during the induction (FDMI) and recovery (FDMR) from FD. Curated gene-sets were obtained from open access sources.

**Results:**

Clusters of significant changes in mitochondrial energy metabolism, neurotransmission, ion channel transport, G protein coupled receptor signalling, complement cascades and neuron structure and growth were identified during the 10 days of induction of profound myopia and were found to correlate well with change in axial dimensions. Bile acid and bile salt metabolism pathways (cholesterol/lipid metabolism and sodium channel activation) were significantly upregulated during the first 24 h of recovery from 10 days of FDM.

**Conclusions:**

The gene pathways altered during induction of FDM are similar to those reported in defocus induced myopia and are established indicators of oxidative stress, osmoregulatory and associated structural changes. These findings are also consistent with the choroidal thinning, axial elongation and hyperosmotic ion distribution patterns across the retina and choroid previously reported in FDM and predicted by RIDE.

## Introduction

Myopia (short-sightedness) is the most common visual disorder worldwide and the greatest risk factor for many severe ophthalmic diseases in older individuals (Dolgin, 2015). Rapidly increasing prevalence has been reported among young adults in areas of South East Asia (Saw et al., 2000) since the 1970s, implicating environmental influences such as changing lifestyles and education as key factors in myopia development (Dolgin, 2015; Junghans & Crewther, 2003; Morgan, Ohno-Matsui & Saw, 2012; Schneider et al., 2010).

Many of the morphological and physiological characteristics seen in clinical myopia are associated with conditions such as macular oedema, age related maculopathy (AMD), retinal detachment, glaucoma and choroidal neovascularisation (CNV) (Seet et al., 2001; Yap, Cho & Woo, 1990). In particular, the elongation of the vitreal chamber, ocular volume increase, thinning of the retina and choroid and reduced choroidal blood flow in clinical myopia (Borish, 1949; Morgan, Ohno-Matsui & Saw, 2012; Moriyama et al., 2007; Yang & Koh, 2015; Zhang & Wildsoet, 2015) implicate mechanisms associated with impaired transport of fluid from vitreous to choroid as contributors to significantly greater physiological risk of loss of vision and blindness.

Experimental models of myopia came to prominence in the late 70s in monocularly occluded monkeys (Raviola & Wiesel, 1978) and chickens (Wallman, Turkel & Trachtman, 1978). In animal models, particularly chicken, form-deprivation (FD) is characterised by rapid ocular growth and development of myopia via dramatic increases in vitreous chamber volume (Wallman, Turkel & Trachtman, 1978), reduced choroidal blood flow and concurrent choroidal and retinal thinning (Shih et al., 1993; Shih, Fitzgerald & Reiner, 1993a; Shih, Fitzgerald & Reiner, 1993b) (and as shown with the MRI photomicrograph in Fig. 1), similar to that seen in profound human myopia (Borish, 1949; Feldman et al., 1991; Morgan, Ohno-Matsui & Saw, 2012; Moriyama et al., 2007; Yang & Koh, 2015; Zhang & Wildsoet, 2015).

**Figure 1:**
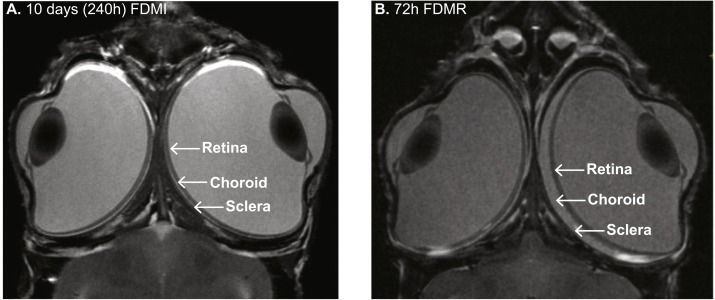
MRI images of chick eye following 10 days of FDM induction and 3 days recovery. (A) Monocular form-deprivation of the right eye (RE) for 10 days demonstrates abnormal ocular growth, excess vitreal volume, and thinned choroid of RE compared to its fellow left eye (LE). (B) 72 h post-occlusion recovery (i.e., 72 h normal visual experience) resulted in vitreous volume decrease and choroidal expansion. Previous studies (Liang et al., 2004) have shown ∼300% increase in choroidal thickness in RE compared to LE after three days recovery from FD. Note: Images (same magnification) in (B) slightly more dorsal than in (A). Image credit: G Egan.

Similarity in observations of human and animal models of myopia led to the formulation of the Retinal Ion Driven Efflux (RIDE) model of myopia (Crewther, 2000). This theory proposes that acute blur will perturb the rate of exchange of ions and fluid between photoreceptors and the sub-retinal space, concurrently affecting neurotransmission (Westbrook, Crewther & Crewther, 1999), tissue osmoregulation (Crewther et al., 2006) and metabolic pathways across the posterior eye (Riddell et al., 2016). As a consequence, inhibition of normal efflux of fluid across the retina/RPE would result in increases in vitreous volume, axial growth and induce changes in refractive status leading to myopia.

The relevance of the chick model in particular to understanding of human myopia has recently been highlighted by Riddell & Crewther (2017a) who first demonstrated that the genes near human GWAS of myopia identified refractive error loci that significantly overlap with the genes differentially expressed in animal transcriptome studies. Furthermore, Riddell & Crewther (2017b) also showed that the genes and proteins differentially expressed in chick myopia and hyperopia models overlap significantly with the genes and proteins implicated in the pathogenesis of sight-threatening secondary disorders.

Previous ultrastructural studies of form-deprivation in chick have demonstrated morphological abnormalities in photoreceptor outer segments, retinal pigment epithelium (RPE) nuclei, mitochondria and basal laminae (Beresford, Crewther & Crewther, 1998; Liang et al., 1995; Liang et al., 2004; Liang et al., 1996) similar to those described elsewhere as characteristic of AMD (Datta et al., 2017), CNV (Ohno-Matsui et al., 2017) and glaucoma (Kim & Park, 2017). These morphological changes occur concomitantly with elemental microanalytical evidence of hyperosmotic changes in ion distribution patterns across the retina, RPE and choroid (Crewther et al., 2006; Grubman et al., 2016; Hollborn et al., 2017; Junghans et al., 1999; Liang et al., 1995; Liang et al., 2004) and reminiscent of physiologically induced hyperosmotic and oxidative stress elsewhere in the brain (Brocker, Thompson & Vasiliou, 2012; Morland, Pettersen & Hassel, 2016; Veltmann et al., 2016). Indeed, oxidative stress has been suggested to contribute to the underlying mechanisms involved in profound myopia pathology (Francisco, Salvador & Amparo, 2015).

Our recent RNA sequencing analysis of the genomic changes associated with early optical induction of myopic and hyperopic refractive errors (Riddell et al., 2016) also suggested that metabolic pathways will be altered in any genomic analysis of environmentally induced change in light driven neurotransmission particularly in the most extreme of form-deprivation (FD).

Over the last decade there have been many large discovery type transcriptome studies examining the genomic basis of environmentally altered eye growth in animal models of refractive error development (Ashby & Feldkaemper, 2009; Brand, Schaeffel & Feldkaemper, 2007; Guo et al., 2013; Guo et al., 2014; He et al., 2014; McGlinn et al., 2007; Rada & Wiechmann, 2009; Riddell et al., 2016; Schippert, Schaeffel & Feldkaemper, 2008; Schippert, Schaeffel & Feldkaemper, 2009; Shelton et al., 2008; Stone et al., 2011; Tkatchenko et al., 2006). As with human genome-wide association studies (GWAS), the majority of the identified genes converge into biological pathways such as cell structure, cell–cell communication, neurotransmission, retinoic acid metabolism, ion transport, energy metabolism, immune system and eye development (Hysi et al., 2014; Kiefer et al., 2013; Riddell & Crewther, 2017a; Stone & Khurana, 2010; Verhoeven et al., 2013). However, the large number of genes implicated in both human GWAS and animal transcriptome studies have not offered a coherent explanation for the anatomically derived evidence of mitochondrial and hyperosmotic stress seen across the posterior retina/RPE/choroid of the FDM eye. Thus, the aim of this study was to investigate whether similar gene pathways are also related to the excessive axial growth, ultrastructural and elemental microanalytic changes seen during the induction and recovery from form-deprivation myopia (FDM) in chick.

To test the expected association between the ultrastructural changes and the RIDE model (Crewther, 2000) during the induction and recovery from FDM that we have previously examined (Crewther et al., 2006; Liang et al., 2004), we have reanalysed archived genomic data from McGlinn et al. (2007) and a new transcriptomic dataset from chicks with FDM. The previously published microarray study (McGlinn et al., 2007) analysed retina and RPE tissue at 6 h and 72 h of FD myopia induction. This dataset was obtained from the Gene Expression Omnibus database (accession number GSE6543). This dataset was reanalysed using Gene Set Enrichment Analysis (GSEA) method in conjunction with our novel FDMR data using retina/RPE/choroid tissue following 10 days of translucent occlusion, at time of occluder removal and then at 6 h and 24 h post occlude removal. The RIDE model would predict that pathways associated with neurotransmission, metabolism and ion solute transport would be significantly perturbed

Gene Set Enrichment Analysis (GSEA) (Subramanian et al., 2005) has been utilized to identify key expression networks involved in induction of form-deprivation myopia (FDMI) and during early recovery from form-deprivation myopia (FDMR). GSEA was originally developed to identify consistent generalized differences in the cumulative distribution in the expression of genes in a biological pathway based on a priori knowledge of the gene’s biological function (Subramanian et al., 2005). Unlike other pathway analyses, all genes within the expression dataset are considered irrespective of whether particular DEGs show statistically significant differences in gene expression as identified in previous analyses.

## Materials and Methods

### FD induction dataset

Previously published microarray data from the McGlinn et al. (2007) study were obtained from the GEO Database (https://www.ncbi.nlm.nih.gov/geo/; accession number GSE6543). The raw CEL files from this study were reanalysed to complement our FD recovery profile. Although many microarray studies have ascertained the transcriptome profile of refractive error development and its progression (Ashby & Feldkaemper, 2009; Brand, Schaeffel & Feldkaemper, 2007; McGlinn et al., 2007; Rada & Wiechmann, 2009; Schippert, Schaeffel & Feldkaemper, 2008; Schippert, Schaeffel & Feldkaemper, 2009; Shelton et al., 2008; Stone & Khurana, 2010; Tkatchenko et al., 2006), all have used optical defocus or FD in other species. The McGlinn et al. (2007) study is the most comparable to ours in that similar tissue was collected, i.e., chick Retina/RPE preparation, from FD animals and analysed using the same Affymetrix microarray chips. To accompany our re-analysis of this data, refraction and ocular biometrics were collected from 24 chickens that were monocularly occluded at one-week of age for 6 hr (*n* = 6) and 72 hr (*n* = 6) with an additional 12 chicks used as age-matched controls.

### FD recovery dataset

#### Animals

Twenty hatchling chicks (*Leghorn x New Hampshire*) were utilised in this study. Fifteen chicks were form-deprived (FD) for 10 days (day 2-11 post-birth) by attaching a translucent polystyrene occluder to the periocular feathers of their right eye as previously described (Crewther et al., 2006). Separate chicks were used as aged-matched unoccluded controls (*n* = 5). Occluders were removed on day 12 and chicks were given 0 hr (*n* = 5), 6 hr (*n* = 5) or 24 hr (*n* = 5) of normal vision to recover from form-deprivation. Chicks were raised with unlimited food and water in a controlled environment on a 12 h light/12 h dark cycle and with the temperature maintained at 30 ± 0.5 °C. Illuminance was maintained at 183 lux during the 12 h day cycle using a 20 W halogen lamp. All animal work in this study was approved by the La Trobe University Animal Ethics Committee (Approval No. 05/07) and is in accordance with the Guidelines for Use of Animals in Research by the National Health and Medical Research Council (NHMRC) of Australia and the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research.

#### Ocular refraction, biometric analysis

Refractive state (dioptres (D)), vitreous chamber depth (VCD in mm) and axial length (AL in mm) measures were collected from all animals (induction and recovery) while animals were surgically anesthetized with an intramuscular injection of ketamine (45 mg/kg) and xylazine (4.5 mg/kg). Refraction in the experimental right eyes were determined by trained ophthalmic practitioners using retinoscopy (Keeler, Vista Diagnostic Instruments, Malvern, PA, USA) and A-Scan ultrasonography (A-Scan III, TSL; Teknar, Inc. St Louis, USA; 7 MHz probe) was used to measure axial dimensions. Analyses of Variance (ANOVA) was used to test group differences in refraction, AL and VCD followed by post-hoc tests if required. All dependent variables met the assumption for equal variance (Levene’s Test *p* < 0.05).

#### MRI imaging

MRI (4.7T) of chick FD for 10 days then given 72 h of normal visual experience was obtained to confirm our previous histological analysis (Liang et al., 2004) which has shown ∼300% increase in choroidal thickness in the FD eye compared to fellow eye. For this, chicks were stereotaxically immobilised under surgical anaesthesia in the small bore of the magnet. Chick heart rate was also monitored.

#### Microarray tissue collection and RNA isolation

All chicks were euthanized by decapitation immediately after ocular measurements were taken. Right eyes were enucleated and the choroid/retina/RPE were taken from the posterior eye cup, placed in PrepProtect™ RNA stabilizing buffer (Miltenyi Biotec Australia Pty. Ltd., North Ryde, NSW, Australia) and stored on ice until transferred to −20 °C freezer. RNA was extracted using the SV total RNA isolation system (Promega Australia, NSW, Australia), including DNA digestion. The quality of the RNA samples was assessed via NanoDrop^®^ ND-1000 Spectrophotometer (ThermoFisher, Waltham, MA, USA) and found to fall within the acceptable absorbance (260/280) range of 1.8–2.1. For Affymetrix microarrays, RNA from the right-eyes of each animal (control and experimental) was pooled in equimolar amounts by experimental condition (control (*n* = 5), 0 hr (*n* = 5), 6 hr (*n* = 5) and 24 hr (*n* = 5)) and sent to the Australian Genome Research Facility Ltd (Walter and Eliza Hall Institute, Victoria, Australia) for microarray processing. Raw data were exported as CEL files containing probe level intensities for preprocessing with Expression Console™ 1.1 (Affymetrix, Inc, Santa Clara, CA, USA). This data has been submitted to GEO Database (https://www.ncbi.nlm.nih.gov/geo/; accession number GSE89325).

#### Sample pooling

Pooling of RNA samples was chosen, as our primary aim was to identify altered biological pathways associated with experimental myopia using GSEA rather than single-gene analysis. GSEA assesses the collective changes in gene expression and identifies relevant biological pathways where these genes act (Manoli et al., 2006; Subramanian et al., 2005). Pooling biological samples was originally discouraged for single gene analysis as pooling may preclude variance measures in downstream statistical analysis (Peng et al., 2003). Many later publications indicate that such caution is unnecessary as sample pooling does not impact negatively on identifying differentially expressed genes, particularly for small experiment designs and in animals within similar experimental manipulations (Bottje et al., 2012; Fu et al., 2011; Mengozzi et al., 2012; Mustafi et al., 2011; Zhang et al., 2007). Furthermore, such limitations in sample pooling does not have impact on the reliability of the GSEA algorithm which requires at least a subset of genes within a pathway to be consistently ranked near the top or bottom of the ordered list rather than if single gene measures were used (Manoli et al., 2006; Subramanian et al., 2005). In addition, to ensure the rigor of our analyses we used a more stringent statistical threshold of 0.05 for our analysis rather than the recommended 0.25 for GSEA (Manoli et al., 2006; Subramanian et al., 2005).

### Data pre-processing & normalisation

To determine if the differences in chicken strain and tissues used produced confounding results, we pre-processed the GSE6543 and our Affymetrix chicken chip data (CEL files) individually and then together using Expression Console™ 1.1 (Affymetrix, Inc, Santa Clara, CA, USA). No significant outliers were found in either forms of pre-processing therefore we chose to present the data that was modelled together. Average background, RawQ, poly-A controls (*dap, lys, phe, thr, trp*) & hybridisation controls (*bioD, bioC, bioD, cre*) were assessed (Affymetrix, 2004; Affymetrix, 2006). The raw data was summarised and normalised using the Robust Multichip Average (RMA) algorithm to yield log base 2 expression values for each transcript. Expression values of genes with multiple probe sets were then median summarised, resulting in a total of 14,298 gene measures. 

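For the 4 arrays of the recovery study, the platform's annotation gave 1 gene symbol for 27178 of the deposited probe sets, several for 177 and none for 11180. Median summary of the probe sets with 1 gene gave 13051 gene measures, of which 7336 rested on more than 1 probe set. The RefSeq gene table for the chicken assembly GRCg7b held 12872 of these genes by Entrez ID and placed 12851 of them on a chromosome. Genes higher or lower by at least 1 were counted among the 6101 genes whose mean over the 4 arrays was above 6.28 on the log2 scale, the 60th percentile of the probe set means. Genes under this limit are called dim, and the groups of genes include them.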

Expression values of the FD induction samples were averaged by condition (6hr controls (*n* = 1), 6 hr FD (*n* = 1), 72 hr control (*n* = 1), 72 hr FD (*n* = 1)) to yield a single log2 expression value. This was done as FDMR tissue samples were pooled prior to microarray analysis and hence resulting in one sample (ie data point) per time-point.

Although all (i.e., induction and recovery) CEL files were modelled together, average background scores ranged from 56 to 114 for the FD induction data and from 62 to 89 for the FDMR dataset. These values are mostly consistent with Affymetrix recommendations of typical average background values falling between 20 to 100 (Affymetrix, 2004). Poly-A controls were all present with average signal of *dap*>*thr*>*phe*>*lys*. 

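In the 4 arrays of the recovery study, the poly-A controls, bacterial transcripts that are added to the RNA before labelling, kept the order *dap*, *thr*, *phe* and *lys* on each array. The average log2 signal of *dap* was 8.76 on the control array, 9.46 on the form-deprived (FD) 0 hr array, 7.31 on the FD 6 hr array and 6.86 on the FD 24 hr array. That of *lys* was 4.66, 5.38, 4.26 and 4.26 in the same order of arrays. All 4 poly-A controls were higher on the FD 0 hr array than on the control array, by 0.52 to 0.72. The means of the control and FD 0 hr arrays lay above those of the FD 6 hr and FD 24 hr arrays by 0.76 to 2.03.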

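The hybridisation controls *bioB*, *bioC*, *bioD* and *cre*, which are added to the hybridisation mixture in rising amounts, increased in this order on each of the 4 arrays of the recovery study. The average log2 signal of *cre* was 13.74 on the control array, 13.43 on the FD 0 hr array, 12.84 on the FD 6 hr array and 13.00 on the FD 24 hr array. The signal of *bioC* was 10.17 and 9.95 on the control and FD 0 hr arrays but 7.09 and 7.12 on the FD 6 hr and FD 24 hr arrays. That of *bioB* was 8.65, 8.39, 6.80 and 6.78 in the same order of arrays.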

Hybridisation controls were also present with increasing signals which reflect their relative concentrations, specifically *cre*>*bioD*>*bioC*>*bioB*. Ideally, arrays being compared should have comparable background values so these findings may have resulted from electrical noise rather than low sample quality as other parameters were consistent with manufacturer recommendations. Both GAPDH and EF1 *α* internal controls indicated that hybridisation fell within the parameters. 

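On the 4 arrays of the recovery study, the probe sets of GAPDH, a glycolytic enzyme, averaged 14.04, 13.86, 13.93 and 13.95 on the log2 scale for control, FD 0 hr, FD 6 hr and FD 24 hr. Those of EF1α, an elongation factor of protein synthesis, averaged 12.94, 12.75, 13.13 and 12.90. The probe set at the 3′ end of GAPDH exceeded that at its 5′ end by 0.09, 0.10, 0.00 and 0.09. For EF1α the gap between the ends was 1.21, 1.41, 1.12 and 1.30, with its highest value on the FD 0 hr array.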

Interestingly, the β-actin signal was above threshold for both datasets, possibly indicating that specific transcription of β-actin is altered in extreme myopia. Indeed, phototransduction requires actin filaments and microtubules to redistribute arrestin and transducin (Reidel et al., 2008) making β-actin an unreliable housekeeping gene (De Boever et al., 2008). Furthermore, our own ultrastructure studies have indicated redistribution of actin filaments in cells such as RPE and photoreceptors in form-deprivation (Liang et al., 2004). Thus, pre-processing of both datasets was rerun to mask the Affymetrix housekeeping probesets for β-actin. 

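β-actin, a protein of the cytoskeleton, was lower on the FD 0 hr array than on the other arrays of the recovery study. Its probe sets averaged 10.61 on the log2 scale at FD 0 hr against 11.78 for control, 11.72 at FD 6 hr and 11.61 at FD 24 hr. The gap between the probe sets of its 3′ and 5′ ends was 3.72 on the FD 0 hr array, 2.54 on the control array, 2.39 at FD 6 hr and 2.85 at FD 24 hr. The β-actin control probe sets are part of the deposited values.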

After median summarisation, the final dataset included 14,298 genes. A report of the parameters used in the pre-processing of both the GSE6543 and our Affymetrix chicken chip datasets is included in Table S1. Now available as GEO Database (https://www.ncbi.nlm.nih.gov/geo/; accession number GSE89325).

### Gene set enrichment analysis

The Broad Institute’s Gene Set Enrichment Analysis (GSEA) software was used to determine whether a priori defined sets of genes were significantly enriched (Mootha et al., 2003; Subramanian et al., 2005) during the induction and recovery of FD. Curated gene sets were obtained from the Molecular Signature Database (MSigDB). In particular, annotated gene sets were sourced from three databases; BioCarta (http://www.biocarta.com/genes/index.asp), KEGG (http://www.genome.jp/kegg/pathway.html), and Reactome (http://www.reactome.org/) and chick genes were converted to human genes where possible (Table S2). Pearson’s correlation was used, being the recommended metric for time-series data (Broad Institute MIoTM, 2012) to assess changes in gene expression over the duration of occluder wear, both short-term (6 hr & 72 hr; GSE6543) and long-term FDMI which combined data from GSE6543 (retina/RPE; 6 hr & 72 hr) and GSE89325 (retina/RPE/choroid; 240 hr). Changes in gene expression was also assessed during the recovery after occluder removal (FDMR; 0 hr, 6 hr, & 24 hr). GSEA was also applied to the control samples (6 hr, 72 hr, & 240 hr) to determine developmental or tissue-specific expression profiles. Following GSEA, we performed leading-edge analysis which focuses on the core gene members that account for the gene set’s enrichment signal as not all members of the gene-set will typically participate in a biological process underlying a disease phenotype. This means that the genes that contribute most to a given pathway’s enrichment (i.e., core genes) will be located at the top (most upregulated) or bottom (most downregulated) of the ranked gene list (Subramanian et al., 2005).

To overcome gene-set redundancy and help in the interpretation of large pathway lists, clustering of GSEA results was then performed using EnrichmentMap (Merico et al., 2010) for each experimental group (normal development, FDMI and FDMR) and an overlap similarity coefficient cut-off of 0.5.

## Results

### Ocular biometrics for FDMI and FDMR

We collected refractive state (Rx, D), vitreous chamber depth (VCD, mm) and axial length (AL, mm) measures for all timepoint conditions (FDMI, FDMR, control) as biometric measures were not available for McGlinn and colleagues’ original microarray dataset at 6 hr and 72 hr of FDMI. Thus, the earlier biometric measures presented in Fig. 2 for 6 hr and 72 hr induction datasets were included to provide relative indicators of growth and refraction changes expected at that number of hours of occlusion.

**Figure 2:**
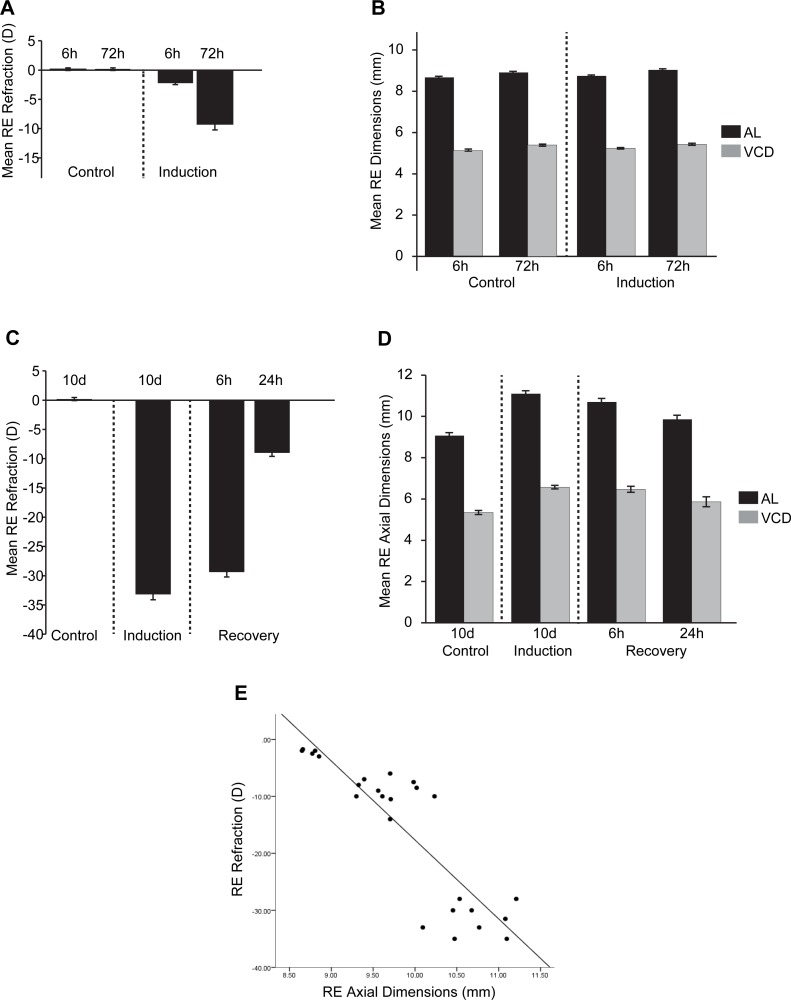
Ocular Biometrics for FDMI and FDMR. Mean (±SE) measures of refractive status, axial length (AL) and vitreous chamber depth (VCD). To complement the data reported by McGlinn et al. (2007), (A) refraction and (B) AL & VCD were collected during 6 h and 72 h of normal development and 6 h and 72 h following seven-days induction of myopia. Refraction, AL & VCD measures for 24 h recovery after prolonged (i.e., 10 days) form deprivation is shown in (C) and (D). Both refractive state and axial length changes were highly correlated (*r* = .78) during occluder wear (E). Note: Measures for anterior chamber and lens thickness are included in Fig. S1.

In response to occluder wear, AL and VCD increased and refraction became more negative with time post-occlusion under our laboratory conditions. There was a significant main effect for FD induction on refraction [*F*(1, 20) = 33.16, *p* < .001] and time [*F*(1, 20) = 17.99, *p* < .001]. A significant interaction was also observed between FD and time [*F*(1, 20) = 10.67, *p* < .001]. A significant main effect was observed for FD induction on axial length measurements [*F*(1, 20) = 15.40, *p* < .001] and time [*F*(1, 20) = 33.17, *p* < .001]. A significant main effect was observed for time for VCD [*F*(1, 20) = 4.31, *p* < .05] but not for FD induction [*F*(1, 20) = 3.61, *p* = .07].

For our recovery dataset (10 d control, 10 d FDMI, 6 hr FDMR and 24 hr FDMR), biometric measurements and gene expression profiles were collected from the same chicks. Both refractive status and axial dimensions normalised rapidly following occluder removal and 24 hr of normal visual experience (Fig. 2). These measures were shown to be highly correlated (*r* = .78; Fig. 2E).

There was a significant main effect on refraction in FD recovery [*F*(1, 20) = 1499.27, *p* < .001] and time [*F*(2, 20) = 134.0, *p* < .001]. A significant interaction was also observed between FD and time [*F*(2, 20) = 141.46, *p* < .001]. Post-hoc tests revealed that refraction was significantly different at all induction time-points (*p* < .01) except between 10 days of occlusion (0 h) and 6 h recovery (*p* = .13). Axial length was significantly different for FD recovery [*F*(1, 20) = 199.87, *p* < .001] and time [*F*(2, 20) = 7.07, *p* < .01]. A significant main effect for FD was observed for VCD [*F*(1, 20) = 146.49, *p* < .001] but no main effect was seen for time [*F*(2, 20) = 2.275, *p* = .13].

MRI of the FD chick at 72 hr post-recovery shows substantial retinal thinning and choroidal expansion. These observations confirm our previous histological work (Liang et al., 2004) where maximum choroidal expansion in the FD eye is approximately 300% greater than the fellow eye

### Gene set enrichment analysis

To understand the underlying biological processes governing myopia development we performed pathways enrichment analysis using the Gene Set Enrichment Analysis (GSEA). We focused on identifying KEGG, Reactome, and BioCarta pathways showing expression shifts that correlated with the time post-FD by occlusion (in hours). We performed three separate analyses to deal with the complexity of the data including sample pooling. The first analysis involved normalised log expression data for short-term FD (6 hr and 72 hr) induction. The second dataset included averaged log expression for when data was collected during the combined long-term induction period (i.e., 6 hr, 72 hr, and 240 hr (10 d) for control and FDMI datasets) and thirdly, analysis was performed on average expression values during recovery post FD occlusion (i.e., 0 hr (post-occlusion), 6 hr, and 24 hr).

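Retina, RPE and choroid from the right eyes of 5 chicks were pooled for each of 4 arrays. The control array came from chicks without an occluder, and the FD 0 hr, FD 6 hr and FD 24 hr arrays from form-deprived chicks at these times after the occluder was removed. The paper gives 10 days of form deprivation and the sample labels give 7 days, and the paper's times are used here. By these times the control and FD 0 hr arrays are the 240 hr point of the FDMI dataset, and the FD 0 hr, FD 6 hr and FD 24 hr arrays are the FDMR dataset. The earlier induction arrays were not analysed here. FD 0 hr minus control is therefore a difference at 240 hr and not the paper's correlation with hours of occluder wear, and the 2 measures are unlike. The values were deposited after the authors' RMA as log2 expression with 2 decimals. Their median over all probe sets was 5.74 on the control array, 5.74 at FD 0 hr, 5.73 at FD 6 hr and 5.74 at FD 24 hr. The range of the values fits a log2 scale and the order of the hybridisation controls gives the direction, whereas it stays unknown whether the 4 arrays were normalised alone or with others. With 1 array per condition there was no replicate check, no p-value is given, and the number of arrays limits the precision of every difference.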

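Differences are the log2 expression of one array minus that of another. Among the probe sets of the same gene, these differences had an SD of 0.43 for FD 0 hr minus control and of 0.26 for FD 24 hr minus FD 6 hr, over 3081 genes. Groups of genes were fixed before the data were examined, and each is given with its members higher and lower, its median and the percentile of that median among 10000 random lists of the same size and similar mean expression. Signals of the hybridisation controls differed by at most 0.31 between the control and FD 0 hr arrays and by at most 0.16 between the FD 6 hr and FD 24 hr arrays, but by 0.66 to 2.96 between these pairs. FD 0 hr minus control and FD 24 hr minus FD 6 hr therefore compare arrays with like hybridisation, and the other differences do not. The likeness covers hybridisation only, as the poly-A controls were higher at FD 0 hr than on the control array by 0.52 to 0.72. The chicks lived on a cycle of light and dark, and the paper does not give the time of day of collection. A difference in time of day between FD 6 hr and FD 24 hr cannot be told apart from recovery. HINTW, a gene of the female-specific W chromosome, stood at 9.36 on the control array and at 5.52, 5.37 and 5.34 on the FD 0 hr, FD 6 hr and FD 24 hr arrays, and other choices of its probe sets gave differences of -6.71 and -0.97 for FD 0 hr minus control. The sample labels give all chicks as male. The 269 genes of the Z chromosome had a median of 0.46 for FD 0 hr minus control, and 80.3% of them were higher. A difference in sex between the control pool and the others would reach every difference from control and cannot be told apart from form deprivation there.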

### Enrichment analysis for short-term FDM induction

Our initial analysis focused on identifying KEGG, Reactome, and BioCarta pathways showing expression shifts that correlated with short-term FD to compliment previous findings by McGlinn et al. (2007). Analysis of gene expression changes between 6 hr and 72 hr of FD revealed 13 significantly enriched pathways. Most pathways responding to short-term FD involve mitochondrial energy metabolism (Table 1). Interestingly, none of the genes identified by McGlinn et al. (2007) were listed as a core gene for these pathways suggesting that highly regulated genes are not always driving treatment-specific biological responses. Notably, genes involved in ‘One carbon pool by folate’ was significantly upregulated suggesting an association between homocysteine (Hcy) and B-vitamins in short-term FD induction. Genes associated with short-term FD induction have previously been associated with AMD (Gopinath et al., 2013).

**Table 1:** Pathways enriched between 6 h and 72 h of FD induction. Mean Normalised Enrichment Score (NES) and false discovery rate (FDR) for the biological pathways identified by GSEA in FD induction. Most genes responding to FD are involved in mitochondrial energy metabolism. The NES reflects the degree to which a set of genes is over-represented at either the top or bottom of a ranked list of genes while also taking into account differences in pathway size (i.e. gene-set size) and is the primary statistic for examining enrichment results, and for comparing results across pathways.

Pathway	Core genes	Database	NES	FDR
Huntingtons disease	APAF1, ATP5C1, ATP5D, ATP5E, ATP5F1, ATP5H, ATP5O, BDNF, CASP3, CASP8, CLTA, COX4I1, COX5A, COX6A1, COX6C, COX7A2, COX7A2L, COX7C, COX8A, CYCS, DNAH3, DNAI1, DNAL1, DNALI1, GPX1, HDAC2, IFT57, NDUFA1, NDUFA10, NDUFA2, NDUFA4, NDUFA5, NDUFA6, NDUFA7, NDUFA8, NDUFB1, NDUFB10, NDUFB3, NDUFB4, NDUFB5, NDUFB6, NDUFB8, NDUFB9, NDUFC1, NDUFC2, NDUFS1, NDUFS3, NDUFS4, NDUFS6, NDUFS7, NDUFS8, NDUFV3, PLCB1, PLCB4, POLR2D, POLR2F, POLR2J, POLR2L, PPID, SDHA, SLC25A4, SLC25A6, SOD2, TAF4, TBP, TBPL1, TFAM, UQCR10, UQCR11, UQCRFS1, UQCRH, VDAC3	KEGG	1.76	0.15
Oxidative phosphorylation	ATP5C1, ATP5D, ATP5E, ATP5F1, ATP5H, ATP5I, ATP5J2, ATP5O, ATP6V0D2, ATP6V1G1, COX11, COX15, COX17, COX4I1, COX5A, COX6A1, COX6C, COX7A2, COX7A2L, COX7C, COX8A, NDUFA1, NDUFA10, NDUFA2, NDUFA4, NDUFA5, NDUFA6, NDUFA7, NDUFA8, NDUFB1, NDUFB10, NDUFB3, NDUFB4, NDUFB5, NDUFB6, NDUFB8, NDUFB9, NDUFC1, NDUFC2, NDUFS1, NDUFS3, NDUFS4, NDUFS6, NDUFS7, NDUFS8, NDUFV3, PPA1, PPA2, SDHA, UQCR10, UQCR11, UQCRFS1, UQCRH	KEGG	1.81	0.16
Mitochondrial protein import	BCS1L, CHCHD4, COX17, DNAJC19, GRPEL1, HSCB, HSPD1, PAM16, PMPCA, PMPCB, SAMM50, SLC25A12, SLC25A4, SLC25A6, TIMM13, TIMM17A, TIMM22, TIMM44, TIMM9, TOMM22, TOMM5, TOMM7	Reactome	1.80	0.16
One carbon pool by folate	ATIC, DHFR, GART, MTFMT, MTHFD1, MTHFD1L, MTHFS, TYMS	KEGG	1.74	0.17
Cholesterol biosynthesis	DHCR7, FDFT1, GGPS1, HMGCR, HMGCS1, IDI1, MSMO1, NSDHL, SQLE	Reactome	1.77	0.17
Antigen processing cross presentation	CD36, CTSS, NCF4, PSMA1, PSMA2, PSMA3, PSMA5, PSMA6, PSMA7, PSMB1, PSMB2, PSMB3, PSMC1, PSMC2, PSMC3, PSMC5, PSMD1, PSMD10, PSMD3, PSMD5, RPS27A, SEC61B, SEC61G, TAP1, UBA52	Reactome	1.74	0.18
Alzheimers disease	NDUFB6, CYCS, NDUFB3, NDUFA8, UQCR11, NDUFC2, ATP5F1, ATP5E, NDUFB5, UQCR10, COX4I1, COX6A1, COX7C, NDUFB10, NDUFB1, CASP8, NDUFV3, NDUFA6, ATP5H, COX7A2, RYR3, NDUFA2, NDUFC1, NDUFS1, NDUFA1, SDHA, NDUFB8, NDUFA4, NDUFA5, APAF1, UQCRH, ATP5O, NDUFA7, NDUFS6, NDUFS4, ATP5D, ATP5C1, NDUFB9, CACNA1D, NDUFS8, NDUFS3, NDUFS7, CASP3, COX8A, COX6C, COX5A, NDUFA10, ATP2A1, COX7A2L, TNFRSF1A, UQCRFS1, PSEN1, NDUFB4, IL1B, PLCB1, NCSTN, PLCB4	KEGG	1.74	0.19
Parkinsons disease	APAF1, ATP5C1, ATP5D, ATP5E, ATP5F1, ATP5H, ATP5O, CASP3, COX4I1, COX5A, COX6A1, COX6C, COX7A2, COX7A2L, COX7C, COX8A, CYCS, GPR37, NDUFA1, NDUFA10, NDUFA2, NDUFA4, NDUFA5, NDUFA6, NDUFA7, NDUFA8, NDUFB1, NDUFB10, NDUFB3, NDUFB5, NDUFB6, NDUFB8, NDUFB9, NDUFC1, NDUFC2, NDUFS1, NDUFS3, NDUFS4, NDUFS6, NDUFS7, NDUFS8, NDUFV3, PARK7, PPID, SDHA, SLC25A4, SNCAIP, UBE2L3, UQCR10, UQCR11, UQCRH, VDAC3	KEGG	1.77	0.19
TCA cycle and respiratory electron transport	ATP5C1, ATP5D, ATP5E, ATP5F1, ATP5H, ATP5I, ATP5J2, ATP5O, COX4I1, COX5A, COX6A1, COX6C, COX7A2L, COX7C, COX8A, CYCS, D2HGDH, DLD, IDH3A, LDHB, NDUFA1, NDUFA10, NDUFA2, NDUFA4, NDUFA5, NDUFA6, NDUFA7, NDUFA8, NDUFB1, NDUFB10, NDUFB3, NDUFB5, NDUFB6, NDUFB8, NDUFB9, NDUFC1, NDUFC2, NDUFS1, NDUFS3, NDUFS4, NDUFS6, NDUFS7, NDUFS8, NDUFV3, NNT, SDHA, SUCLG1, SUCLG2, UQCR11, UQCRH	Reactome	1.72	0.19
Respiratory electron transport	COX4I1, COX5A, COX6A1, COX6C, COX7A2L, COX7C, COX8A, CYCS, NDUFA1, NDUFA10, NDUFA12, NDUFA2, NDUFA4, NDUFA5, NDUFA6, NDUFA7, NDUFA8, NDUFB1, NDUFB10, NDUFB3, NDUFB4, NDUFB5, NDUFB6, NDUFB8, NDUFB9, NDUFC1, NDUFC2, NDUFS1, NDUFS3, NDUFS4, NDUFS6, NDUFS7, NDUFS8, NDUFV3, SDHA, UQCR11, UQCRFS1, UQCRH	Reactome	1.81	0.21
Respiratory electron transport ATP synthesis by chemiosmotic coupling and heat production by uncoupling proteins	ATP5C1, ATP5D, ATP5E, ATP5F1, ATP5H, ATP5I, ATP5J2, ATP5O, COX4I1, COX5A, COX6A1, COX6C, COX7A2L, COX7C, COX8A, CYCS, NDUFA1, NDUFA10, NDUFA12, NDUFA2, NDUFA4, NDUFA5, NDUFA6, NDUFA7, NDUFA8, NDUFB1, NDUFB10, NDUFB3, NDUFB4, NDUFB5, NDUFB6, NDUFB8, NDUFB9, NDUFC1, NDUFC2, NDUFS1, NDUFS3, NDUFS4, NDUFS6, NDUFS7, NDUFS8, NDUFV3, SDHA, UCP3, UQCR11, UQCRFS1, UQCRH	Reactome	1.83	0.23
Translation	EEF1B2, EIF2B1, EIF2B2, EIF2S1, EIF2S2, EIF2S3, EIF3D, EIF3H, EIF3I, EIF3J, EIF4EBP1, EIF4H, EIF5B, RPL10A, RPL11, RPL13, RPL14, RPL18A, RPL19, RPL21, RPL22, RPL23A, RPL24, RPL26L1, RPL27, RPL27A, RPL29, RPL30, RPL32, RPL35, RPL35A, RPL36, RPL36A, RPL37, RPL37A, RPL38, RPL39, RPL5, RPL6, RPL7, RPL8, RPLP1, RPLP2, RPN1, RPS10, RPS11, RPS14, RPS15, RPS15A, RPS16, RPS2, RPS20, RPS23, RPS24, RPS25, RPS26, RPS27A, RPS28, RPS29, RPS3, RPS3A, RPS4X, RPS6, RPS7, RPS8, RPSA, SEC61B, SEC61G, SPCS1, SPCS2, SPCS3, SRP19, SRP72, SSR3, UBA52	Reactome	1.69	0.24
ER phagosome pathway	PSMA1, PSMA2, PSMA3, PSMA5, PSMA6, PSMA7, PSMB1, PSMB2, PSMB3, PSMC1, PSMC2, PSMC3, PSMC5, PSMD1, PSMD10, PSMD3, PSMD5, RPS27A, SEC61B, SEC61G, TAP1, UBA52	Reactome	1.67	0.25

### Enrichment analysis for long-term FDM induction (FDMI) and recovery (FDMR)

We next performed GSEA to identify KEGG, Reactome, and BioCarta pathways showing expression shifts that correlated with longer-term FD by occlusion (in hours; 6 hr, 72 hr, and 240 hr (10 d) for control and FDMI datasets; and 0 hr (post-occlusion), 6 hr, and 24 hr for the FDMR dataset. This analysis identified 61 significantly enriched pathways during normal development, 130 during FDMI, and one during FDMR. 

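MLANA, a melanosome protein, and GSTA3, a glutathione transferase, were the genes furthest above control at the end of form deprivation, with log2 differences of 3.22 and 3.19 for FD 0 hr minus control. CD9, a tetraspanin of cell membranes, was higher by 2.85 and ANXA1, an annexin, by 2.53. MLANA and ANXA1 lie on the Z chromosome, whose genes as a group were higher than on the control array. ERBB4, a receptor of neuregulins, had a difference of -2.71, SMARCA4, a chromatin remodeller, of -2.61, NFASC, an adhesion protein of axons, of -2.54 and OPN1LW, the red cone opsin, of -2.31. Among 6101 genes, 279 were higher and 279 lower by at least 1 at FD 0 hr than on the control array. Over the first 6 hr of recovery 51 genes were higher and 28 lower by at least 1, with OPN1LW at 1.60, the kinase SGK1 at 1.49 and MLANA at -1.89. At FD 24 hr against FD 0 hr, 107 genes were higher and 148 lower. CD9 was at -2.44, GNRH1, which encodes gonadotropin-releasing hormone, at -2.29 and the endothelin receptor EDNRA at -1.96, while NFASC was at 2.41 and the histone deacetylase HDAC4 at 2.23. Between FD 6 hr and FD 24 hr, 19 genes were higher and 57 lower, among them PDE6H, a cone phosphodiesterase subunit, at 1.14, NFIL3, a transcription factor of the circadian clock, at -2.47 and CYP26A1, which degrades retinoic acid, at -1.63. Of the 279 genes higher at FD 0 hr than on the control array, 59 lie on the Z chromosome, which is 21.1% against 4.41% of all genes counted. By its probe set with the highest mean NFASC was at -0.68 for FD 0 hr minus control and 0.87 for FD 24 hr minus FD 0 hr, and SGK1 at 0.15 over the first 6 hr. Without probe sets that may read several transcripts, 27 genes were higher and 25 lower over the first 6 hr. With the probe set of the highest mean for each gene, 175 were higher and 225 lower at FD 24 hr against FD 0 hr and 32 and 88 from FD 6 hr to FD 24 hr. In that setting 460 genes were higher and 437 lower at FD 0 hr than on the control array, and with the FD 6 hr array in place of FD 0 hr, 111 were higher and 72 lower than control.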

We then used the Enrichment Map (Merico et al., 2010) to cluster highly similar pathways into networks. Many pathways were implicated during both normal (control) development and FDMI suggesting that most of these pathways are likely to relate more to rate of growth rather than to the form-deprivation paradigm *per se.* That is, given that the same pathways were identified irrespective of the experimental manipulation it is likely that similar mechanisms associated with growth are likely to operate under any experimental conditions. The direction of regulation i.e., up or down, would be expected to be associated with rates of growth and with the age of the chicks and would be predicted by the RIDE model. Summary statistics for the resulting clusters are presented in Table 2, and the clusters are visualized in Figs. 3 and 4.

**Table 2:** Summary statistics for clusters of pathways enriched during FDMI and normal development. Mean Normalised Enrichment Score (NES), false discovery rate (FDR) and signal strength statistic (Signal) for the biological pathways implicated by GSEA in control and FDM. Normal eye development implicated 10 cluster of pathways showing average signal strength while form-deprivation induction implicated 18 clusters of pathways. Pathways shown here only include clustered pathways as represented in Figs. 3 and 4 and do not include pathways that were unclustered. Further detail on the unclustered pathways can be found in File 1. The NES reflects the degree to which a set of genes is overrepresented at either the top or bottom of a ranked list of genes while also taking into account differences in pathway size (i.e., geneset size). NES is the primary statistic for examining enrichment results, and for comparing results across pathways. The percentage signal strength statistic reflects the proportion of the core set of genes that contribute most to a given pathway’s enrichment by accounting for particular genes position in the ranked list. A high signal strength indicates that the genes within a pathway are located close to the top (positive NES) or bottom (negative NES) of the ranked gene list. If the core genes are spread throughout the ranked list, then the signal strength decreases towards zero (Mootha et al., 2003; Subramanian et al., 2005).

Cluster	Control				FDMI			
	Pathways in cluster	NES	FDR *q*-value	Signal	Pathways in cluster	NES	FDR *q*-value	Signal
Cell cycle, mitotic	5	−2.233	0.019	31%	3	−2.253	0.009	98%
Cell maintenance & survival	–	–	–	–	28	−2.180	0.014	117%
Clatherin-mediated endocytosis (CME)	–	–	–	–	2	−2.014	0.032	81%
Complement and coagulation cascades (CCC)	–	–	–	–	2	2.708	0.003	140%
Cytochrome p450	2	2.247	0.025	47%	5	2.629	0.002	133%
Cytokine pathways	2	2.717	0.002	40%	–	–	–	–
Neuron structure/growth	–	–	–	–	5	−2.321	0.007	80%
Fatty acid (FA) metabolism	–	–	–	–	2	−1.886	0.032	84%
Glucosaminoglycan (GAG) metabolism	4	2.121	0.029	40%	–	–	–	–
Ion channel transport	–	–	–	–	2	−2.331	0.007	99%
Mitochondrial energy metabolism	–	–	–	–	7	2.396	0.005	47%
Neurotransmission	5	−2.522	0.011	37%	8	−2.423	0.007	103%
Peroxisome	2	−2.221	0.017	40%	–	–	–	–
Phospholipid metabolism	2	−2.134	0.026	28%	3	−1.939	0.027	57%
Signal transduction, growth factors (GF)	–	–	–	–	4	−1.984	0.021	66%
Signal transduction, g-protein coupled receptors (GPCR)	7	2.572	0.019	52%	7	2.683	0.010	122%
Signal transduction, mitogen-activated protein kinases (MAPK)	–	–	–	–	4	−1.931	0.028	67%
Signal transduction, nerve growth factor (NGF)	–	–	–	–	5	−2.195	0.014	84%
Transcription	–	–	–	–	10	−2.218	0.013	120%
Translation	–	–	–	–	8	2.731	0.001	46%
Ubiquitin-mediated proteolysis	3	−2.491	0.006	39%	–	–	–	–
Vesicle-mediated transport	3	−2.152	0.025	40%	3	−2.097	0.013	103%

**Figure 3:**
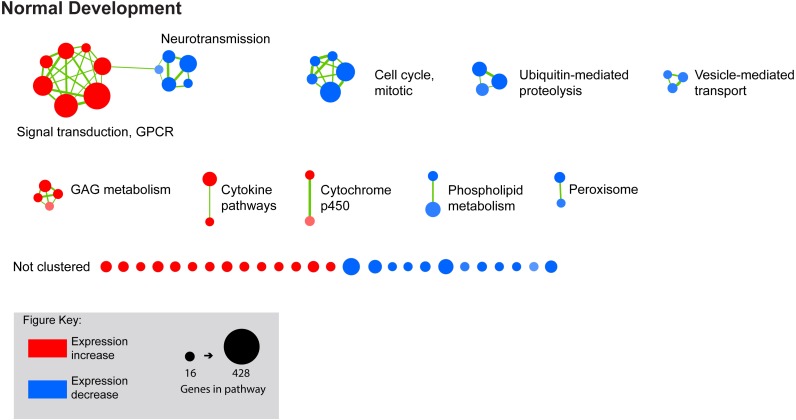
Enrichment map for highly clustered pathways in normal eye development. Gene set enrichment analysis revealed 61 biological pathways that can be functionally grouped into 10 clusters using a co-efficient of similarity altered during the 10 days of normal eye development in retina/RPE/choroid. *Note:* Each node represents a biological pathway from File S1. The colour of each node emphasises the direction of expression and normalised enrichment score (NES). Node size is relative to the number of genes in the pathway. Thickness of the connections (green) between each node reflects the degree of similarity between each gene set. Twenty-six pathways did not meet the clustering similarity coefficient of 0.5 and hence are not shown here. *Note cluster names: GAG, glycosaminoglycan; GPCR, g-protein coupled receptors.*

**Figure 4:**
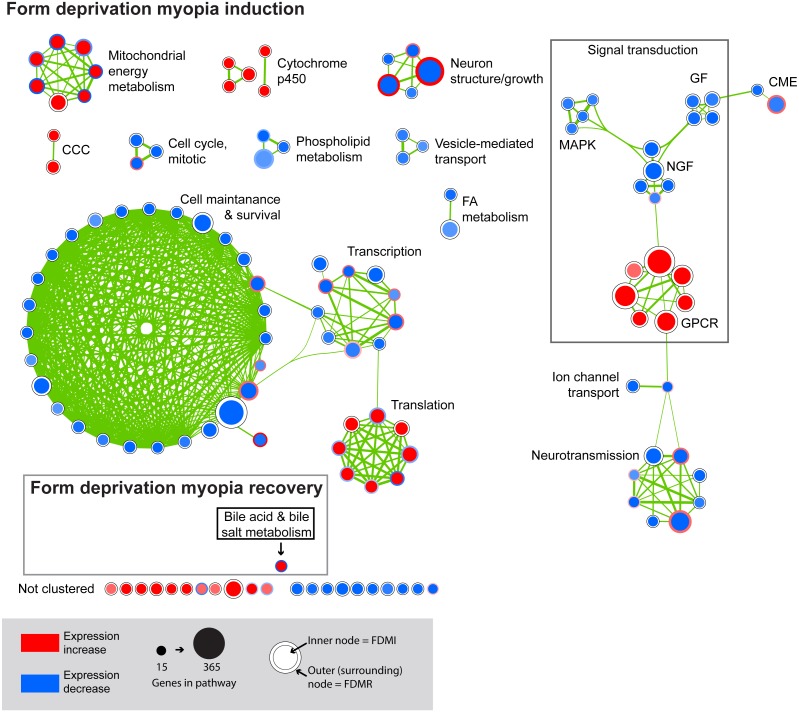
Enrichment map for highly clustered pathways in form deprivation induction and recovery. Axial elongation during 10 days of form-deprivation compared to normal unoccluded controls resulted in 130 altered pathways in retina/RPE choroid (inner node) while 24 h recovery (outer annulus) identified only one statistically significant pathway i.e., bile acid & bile salt metabolism. Pathways not statistically enriched during FDMR are shown for comparison purposes. Notably, expression profiles of FDMI and FDMR are consistent despite the fact that only the FDMR data includes choroidal tissue. Pathways highly expressed during induction (red inner node) were often suppressed during normal vision and recovery (blue outer annulus) and vice versa. *Note:* Each node represents a biological pathway from File S1. The colour of each node emphasises the direction of expression and normalised enrichment score (NES). Node size is relative to the number of genes in the pathway. Thickness of the connections (green) between each node reflects the degree of similarity between each gene set. There were 22 unclustered pathways in FDMI that did not meet the clustering similarity coefficient of 0.5. *Note cluster names: CCC, complement and coagulation cascades; CME, clatherin-mediated endocytosis; FA, Fatty acid; GF, growth factors; GPCR, g-protein coupled receptors; MAPK, mitogen-activated protein kinases; NGF, nerve growth factor.*

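Of the 279 genes that were higher by at least 1 at the end of form deprivation, 271 were lower at FD 24 hr than at FD 0 hr, with a median of -0.78 after a median of 1.29 above control. Among them MMP2, a matrix metalloproteinase, had a log2 difference of 1.45 for FD 0 hr minus control and of -1.78 for FD 24 hr minus FD 0 hr, and PDK4, which restrains pyruvate dehydrogenase, of 1.14 and -1.51. Of the 279 genes that were lower at FD 0 hr, 265 were higher at FD 24 hr, with a median of 0.76 after a median of -1.23. IGF1R, a receptor of insulin-like growth factor, had differences of -1.98 and 1.46. Across the 6101 genes, Pearson's r between the differences was -0.75 and Spearman's rho -0.74. Unchanged arrays simulated with the same array in both differences gave an r of -0.49. The simulation gave all arrays the same spread, taken from FD 24 hr minus FD 6 hr. In the paper's report the residuals of the FD 0 hr array deviated most, by 0.592 against 0.507 to 0.527. More noise on that array alone would make the simulated r more negative. The r of -0.75 and the counts from FD 0 hr to FD 24 hr therefore do not by themselves show a return. The step from FD 6 hr to FD 24 hr shares no array with FD 0 hr minus control, and their r was -0.32 with a rho of -0.35. The r of 0.01 in the simulation was fixed by its independent arrays. It does not stand for unchanged pools that differ in tissue share or RNA quality. From FD 6 hr to FD 24 hr, 233 of the genes higher at FD 0 hr were lower and 197 of the genes lower at FD 0 hr were higher. In all, 6 pairs of differences were correlated in this way, and genes are not independent replicates. The FD 0 hr array, from which these genes were counted, also had the widest 3′ to 5′ gap of the β-actin probe sets.

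**Figure D1:**
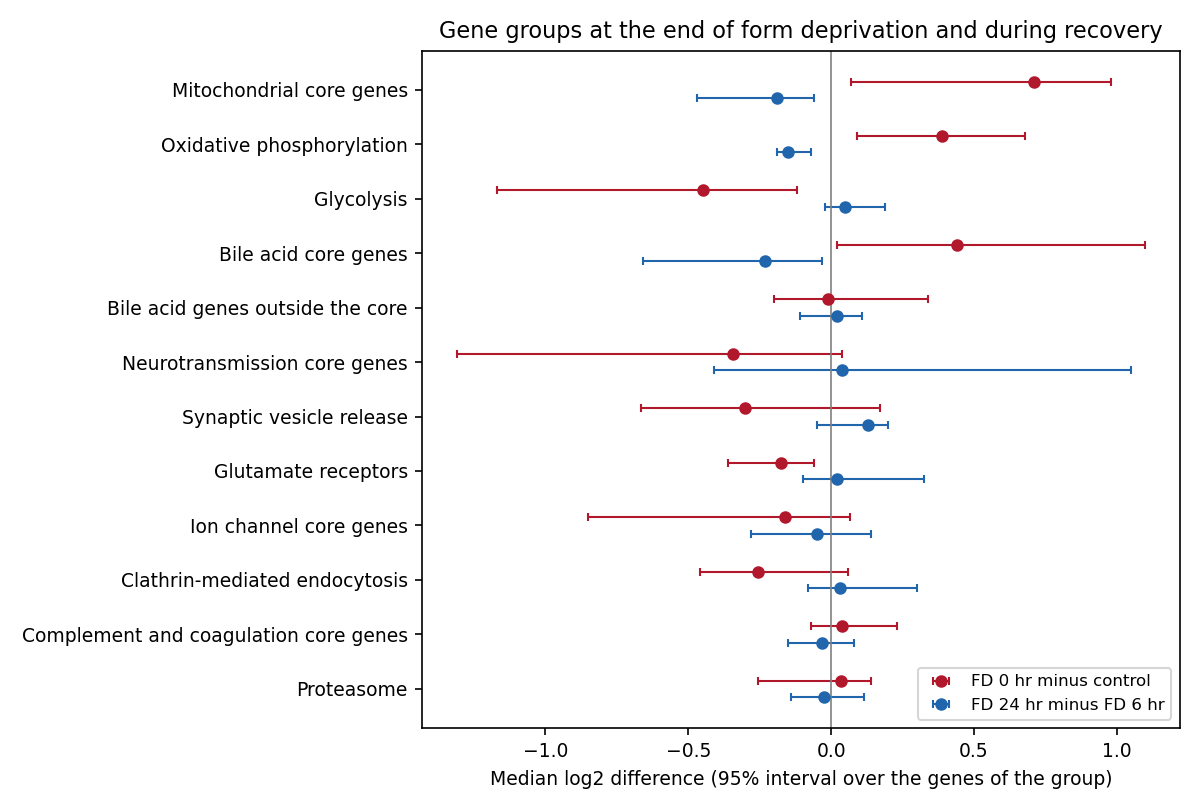
Median log2 difference of 12 groups of genes for FD 0 hr minus control (red) and FD 24 hr minus FD 6 hr (blue), with 95% intervals over the genes of each group that do not cover differences between pools. The mitochondrial and bile acid core genes lie above 0 at the end of form deprivation and below 0 between 6 hr and 24 hr of recovery. Both groups were chosen on data with these arrays, so that their place is not independent evidence. The bile acid genes outside the core lie at -0.01 and 0.02, and the oxidative phosphorylation genes at 0.39 and -0.15.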

FDMI was characterised by 19 clusters of pathways (Fig. 4). Six of these clusters were also altered during normal ocular development (‘cell cycle, mitotic’, ‘cytochrome p450’, ‘neurotransmission’, ‘phospholipid metabolism’, ‘signal transduction, GPCR’ and ‘vesicle-mediated transport’) but demonstrate greater signal strength during FDMI compared to normal development (Table 2). The direction of expression change for these clusters is consistent across both normal development and FDMI.

### Leading edge analysis

We next examined the leading-edge subsets (i.e., core genes) within the clusters identified during FDMI, for potential genes that may play a role in the broader ultrastructural evidence of oxidative and hyperosmotic stress previously described during FDM (Crewther et al., 2006; Liang et al., 1995; Liang et al., 2004) and in brain (Brocker, Thompson & Vasiliou, 2012; Morland, Pettersen & Hassel, 2016; Veltmann et al., 2016). These clusters included mitochondrial metabolism gene sets previously identified by Riddell et al. (2016) in similar aged chicks with refractive errors induced by optical defocus.

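Over 24 hr of recovery, most of the respiratory chain genes that the paper chose as core genes had lower expression than at the end of form deprivation. NDUFA1 and NDUFS3, subunits of complex I, stood at 12.13 and 8.88 on the FD 0 hr array and at 10.98 and 7.83 on the FD 24 hr array, which are log2 differences of -1.15 and -1.05. NDUFB9 of complex I was at -0.74 and UQCR11 of complex III at -0.62, whereas NDUFS7 of complex I was at 0.34. Of 13 mitochondrial core genes with a measure, 11 were lower and 2 higher, with a median of -0.37 (percentile 1.19 of the random lists), and since the paper chose them on data that include these arrays, the count is not independent evidence. Of 49 genes listed for oxidative phosphorylation in Table 1, 30 were lower and 19 higher, with a median of -0.20 (percentile 1.065). By the textbook groups, complex I had 16 genes higher and 18 lower with a median of -0.025 (percentile 40.1), complex IV 5 higher and 6 lower (-0.10, percentile 22.3), ATP synthase 6 higher and 7 lower (-0.045, percentile 39.4) and complexes II and III 3 higher and 8 lower (-0.34, percentile 1.845). Ranked by Pearson's correlation with hours of recovery, the oxidative phosphorylation genes had an enrichment score of -0.36 (percentile 0.70) and the core genes of -0.46 (percentile 5.66). Markers of amacrine and horizontal cells, cones and ganglion cells were higher over the same 24 hr, and the FD 0 hr array had the widest 3′ to 5′ gap of β-actin. With the control array in place of FD 0 hr, the FD 24 hr medians were 0.18 for the core genes and 0.19 for oxidative phosphorylation. They were 0.015 for complex I, 0.20 for complexes II and III, 0.225 for complex IV and 0.28 for ATP synthase.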

Gene sets involved in maintaining mitochondrial metabolism (oxidative phosphorylation, TCA cycle and respiratory electron transport/ATP synthesis) or diseases involving mitochondrial dysfunction (i.e., Huntington’s disease, Parkinson’s and Alzheimer’s Diseases) were significantly upregulated during short-term FDM (Table 1) and long-term FDMI (NES = 2.40, *p* = .005; Table 2), and displayed non-significant down-regulation during the 24 hr period of FDMR (Fig. 4). Figure 5 illustrates the relative changes in these particular pathways at different time-points. By comparison, there were no significant changes in expression of these mitochondrial metabolism pathways during normal ocular development (Table 2). This shift in metabolic regulation during induction of FDM and recovery is reminiscent of the bidirectional regulation of metabolic genes described for signed optical defocus by (Riddell et al., 2016).

**Figure 5:**
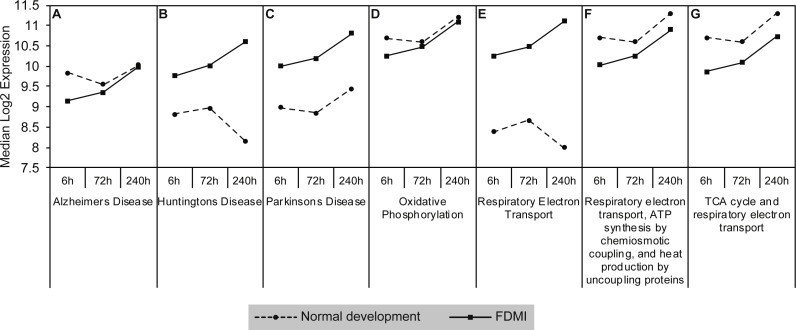
Median expression of pathways involved in mitochondrial metabolism. Graphs of the seven mitochondrial metabolism pathways with significant expression shifts across 240 h of occluder wear relative to unoccluded controls (A) Alzheimer’s disease, (B) Huntington’s disease, (C) Parkinson’s disease, (D) Oxidative phosphorylation, (E) Respiratory electron transport, (F) Respiratory electron transport/ATP synthesis by chemiosmotic coupling and heat production by uncoupling proteins, (G) TCA cycle and respiratory electron transport.

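At 240 hr, genes of oxidative phosphorylation were mostly higher on the form-deprived (FD 0 hr) array than on the control array. ATP6V0D2, a subunit of the vacuolar proton pump, had a log2 difference of 2.42, UQCR10 of complex III, whose probe sets did not all go one way, of 1.20 and ATP5J2 of ATP synthase of 1.15. ATP5B, the catalytic subunit of ATP synthase, and NDUFV1 of complex I were lower, at -1.19 and -1.14. Of the 53 genes that Table 1 lists for oxidative phosphorylation, 49 were measured, 37 were higher and 12 lower, and their median difference was 0.39, above all random lists. Their median level was 9.87 on the control array and 10.48 on the FD 0 hr array. Of 47 genes measured from the Table 1 list for the TCA cycle and respiratory electron transport, 35 were higher, with a median of 0.27 (percentile 99.6), and 4 of these genes lie on the Z chromosome. The FD 0 hr array also had lower markers of amacrine and horizontal cells, cones, ganglion cells, and Müller glia and oligodendrocytes. It had the widest 3′ to 5′ gap of the β-actin probe sets. Without probe sets that may read several transcripts, ATP6V0D2 was at 0.11 and UQCR10 at 0.14, and ATP5J2 was at 1.77 or 0.54 under other choices of its probe sets.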

Examination of the leading-edge subsets (i.e., core genes) of the mitochondrial metabolism pathways revealed 72 high scoring core genes that contributed to its significance during FDMI (File S1B). Fourteen of these core genes are present in all mitochondrial energy metabolism gene sets and form part of mitochondrial complex I (NDUFA1, NDUFA4, NDUFA5, NDUFA6, NDUFB1, NDUFB3, NDUFB6, NDUFB9, NDUFS2, NDUFS3, NDUFS7), complex III (UQCR11, UQCRH) and complex IV (COX7C). Both complex I and III are primary producers of reactive oxygen species (ROS) in neural tissues resulting in oxidative stress when cells are unable to stabilise the ROS (Murphy, 2009). Furthermore, an additional 11 core genes were present in six out of seven gene sets with a majority coding for mitochondrial complex V subunits that catalyse the conversion of adenosine diphosphate (ADP) and inorganic phosphate (Pi) to ATP. 

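Among the core genes, UQCRH was measured under the name UQCRHL. After 240 hr, 12 of the 13 genes measured were higher and 1 lower on the FD 0 hr array than on the control array, with a median log2 difference of 0.71 (percentile 99.9 of the random lists) that is not independent evidence, as the genes were chosen on data with these arrays. Of complex I, NDUFS3 was higher by 1.45, NDUFA1 by 1.16, NDUFB1 by 0.98 and NDUFB9 by 0.73, while NDUFS7 was at -0.16. UQCR11 of complex III stood at 11.64 on the control array and 12.58 on the FD 0 hr array, and UQCRHL was higher by 0.45. COX7C of complex IV, which lies on the Z chromosome, was higher by 0.93. On the FD 0 hr array markers of amacrine and horizontal cells, cones, ganglion cells, and Müller glia and oligodendrocytes were lower. The 3′ to 5′ gap of β-actin was the widest there. Between FD 6 hr and FD 24 hr, 11 of the 13 genes were lower and 2 higher, with a median of -0.19.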

Taken together, these data strongly implicate mitochondrial metabolism in the physiology of myopia.

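By the textbook composition of the respiratory chain, complexes II and III had at 240 hr a median log2 difference of 0.55 with 8 of 11 genes higher on the FD 0 hr array than on the control array, complex IV of 0.29 with 9 of 12, and ATP synthase of 0.39 with 10 of 13. In complex I 20 of 34 genes were higher and the median was 0.06, as was that of the enzymes of the TCA cycle, of which 8 of 12 were higher. Glycolysis, which feeds pyruvate to the mitochondria, had 14 of 17 genes lower, a median of -0.45 and percentile 0.22 of the random lists. On the FD 0 hr array, markers of amacrine and horizontal cells, cones, ganglion cells, and Müller glia and oligodendrocytes were lower too. The 3′ to 5′ gap of β-actin was the widest on that array. PFKL, a subunit of phosphofructokinase, stood at 11.05 on the control array and 8.69 on the FD 0 hr array, and HK1, a hexokinase, had a difference of -2.09, or of -0.67 by its probe set with the highest mean. From FD 6 hr to FD 24 hr the medians were -0.09 for complex I, -0.20 for complexes II and III, -0.15 for complex IV, -0.16 for ATP synthase, -0.06 for the TCA cycle and 0.05 for glycolysis. From the core genes that its mitochondrial gene sets share, most of them in complexes I and III, which it describes as primary producers of reactive oxygen species in neural tissue, and from further core genes of complex V, the paper concludes that mitochondrial metabolism is implicated in the physiology of myopia.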

A similar analysis of leading edge subsets relating to neurotransmission demonstrated significant negative correlations with duration of occluder wear (NES =  − 2.42, *p* = 0.007; Table 2 and Fig. 6). 

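During recovery, GRIN1, the obligatory subunit of NMDA receptors, stood at 8.14 at FD 0 hr, 8.58 at FD 6 hr and 9.63 at FD 24 hr on the log2 scale. The proteins of transmitter release CPLX3, a complexin of ribbon synapses, and SNCB, a synuclein, were higher at FD 24 hr than at FD 0 hr by 1.03 and 0.79. SYT1, the calcium sensor of vesicle fusion, had a difference of -0.51, or of 0.14 under another choice of its probe sets. Of 27 genes of synaptic vesicle release, 17 were higher and 10 lower at FD 24 hr than at FD 0 hr, with a median of 0.21 (percentile 99.7 of the random lists), and from FD 6 hr to FD 24 hr the median was 0.13 with 18 genes higher. Markers of retinal neurons were higher over the 24 hr as well, with medians of 0.52 for amacrine and horizontal cells, 0.595 for cones and 0.215 for ganglion cells, but of 0.08 for rods and 0.04 for bipolar cells (percentiles 70.6 and 64.8). For FD 24 hr minus control the medians were -0.025 for synaptic vesicle release, -0.21 for amacrine and horizontal cells and -0.03 for ganglion cells. The 3′ to 5′ gap of β-actin was widest on the FD 0 hr array. Of 19 glutamate receptor genes, 12 were higher and 7 lower, with a median of 0.15 (percentile 98.1), and the step from FD 6 hr had a median of 0.02. Of the core genes that the paper names for neurotransmission in FDMI, 6 were measured, of which 3 were higher and 3 lower over the 24 hr, with a median of 0.04.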

While these pathways showed transcriptional activation during FDMR, they did not reach the FDR cut-off of 0.05 during the short recovery period.

**Figure 6:**
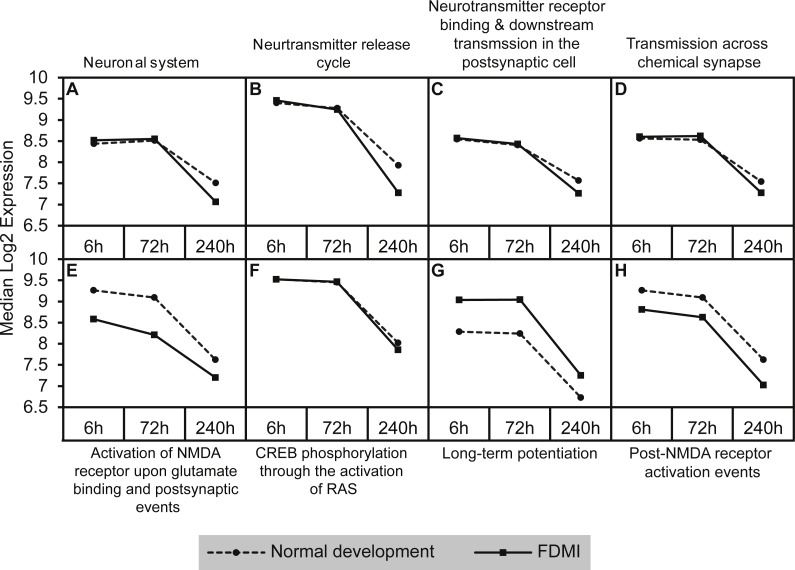
Median expression of pathways involved in neurotransmission during normal ocular development and in FDMI. Graphs of the neurotransmission-related pathways with significant expression shifts during normal ocular development (dotted lines) and FDMI (solid lines) are shown. (A–D) Four pathways were significant in both normal development and FDMI. The leading-edge subsets for these pathways identified 115 common core genes shared within these pathways during normal development and during FDMI and 27 other core genes specific to normal development and nine specific to FDMI (File S1). (E–H) Graphs indicate FDMI induced down regulation of expression shift in four additional neurotransmission-related pathways with significant expression shifts during FDMI (solid lines) only. These pathways were not significant during normal ocular development but data are shown for comparison purposes (dotted lines). (A) Neuronal system (B) Neurotransmitter release cycle (C) Neurotransmitter receptor binding & downstream transmission in the postsynaptic cell (D) Transmission across chemical synapse (E) Activation of NMDA receptor upon glutamate binding and postsynaptic events (F) CREB phosphorylation through the activation of RAS (G) Long-term potentiation (H) Post-NMDA receptor activation events.

Five neurotransmission-related gene sets also reported significant expression shifts during normal ocular development (Table 2; Fig. 6). The significance in enrichment of these pathways during normal eye development was the result of 124 core genes with 10 genes common in four out of five pathways (ARHGEF9, GABRA1, GABRA2, GABRA6, GABRB2, GABRB3, GABRG2, GABRG3, GABRR1, GABRR2; File S1A). In long-term FDMI, the signal strength rose to 103% (Table 2) for neurotransmission for which there were 139 core genes (seven genes common in seven out of eight pathways). 

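After 240 hr of form deprivation, GRIN1, a subunit of the ionotropic NMDA glutamate receptor, was at 9.45 on the control array and had a log2 difference of -1.31 for FD 0 hr minus control. BRAF, a serine/threonine kinase, had a difference of -0.62 between the arrays, GRIN2A, another NMDA receptor subunit, of -0.36 and CAMK2B, a calcium-dependent kinase, of -0.33. The ribosomal protein S6 kinases RPS6KA2 and RPS6KA6 had differences of -0.12 and 0.04. Of these 6 core genes 5 were lower and 1 higher, with a median of -0.34 (percentile 1.89 of the random lists). Markers of amacrine and horizontal cells, cones, ganglion cells, and Müller glia and oligodendrocytes were lower on the FD 0 hr array too. This array had the widest 3′ to 5′ gap of the β-actin probe sets. GRIN2A, CAMK2B and RPS6KA2 are dim on these arrays. The genes were chosen on data with these arrays, so that their count is not independent evidence.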

The seven genes in FDMI were serine/threonine protein kinases (BRAF, CAMK2B), ionotropic NMDA glutamate receptors (GRIN1, GRIN2A), mitogen-activated protein kinase (MAPK1) and ribosomal protein S6 kinase (RPS6KA2, RPS6KA6). 

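At 240 hr, the proteins that form and pinch off clathrin-coated vesicles were mostly lower on the FD 0 hr array than on the control array. DNM1, the neuronal dynamin, stood at 10.29 on the control array and 8.03 on the FD 0 hr array, and AP2M1 and AP2B1, subunits of the plasma membrane adaptor, had log2 differences of -1.68 and -1.07. CLTB, a clathrin light chain, was at -0.99, while the endophilin SH3GL3 was higher by 1.13. Of 21 genes of clathrin-mediated endocytosis, 14 were lower and 7 higher, with a median of -0.26 (percentile 0.67 of the random lists). Of 27 genes of synaptic vesicle release, 17 were lower and 10 higher, with a median of -0.30 (percentile 0.165). Among these were the kinase CAMK2G at -1.85, CPLX3 at -1.26, SYT1 at -1.19 and SNCB at -0.95. Markers of amacrine and horizontal cells were lower on the FD 0 hr array too, below all random lists. Those of cones, ganglion cells, and Müller glia and oligodendrocytes were lower as well, at percentiles 0.47, 1.65 and 0.42. This array had the widest 3′ to 5′ gap of the β-actin probe sets. From FD 6 hr to FD 24 hr the median of the endocytosis genes was 0.03, with 12 higher and 9 lower, among them AP2M1 at 0.86, or at 0.24 by its probe set with the highest mean. By the probe set with the highest mean CAMK2G was at -0.72 and AP2M1 at -0.60 for FD 0 hr minus control, and without probe sets that may read several transcripts AP2B1 was at -0.64.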

In conjunction with a decrease in neurotransmission, analysis revealed suppression in clatherin-mediated endocytosis during FDMI (NES = − 2.014, *p* = 0.032; Table 2) suggesting that prolonged FDMI results in a suppression in synaptic transmission.

Notably, a cluster of two ion-transport related pathways showed commonalities in genes which in turn were negatively correlated with long-term occluder wear (Fig. 7). Indeed, the ‘ligand-gated ion channel’ pathway was clustered with the neurotransmission-related pathways during normal development. The leading-edge analysis identified 15 genes that contribute to the enrichment of these pathways (ARHGEF9, GABRA1, GABRA2, GABRA5, GABRA6, GABRB2, GABRB3, GABRG2, GABRG3, GABRR1, GABRR2, GLRA1, GLRA2, GLRA3, GLRB) implicating chloride currents in the development of form-deprivation myopia (Zhang et al., 2011). This is of particular interest, as one of the aims of this study was to determine if pathways related to the mitochondrial abnormalities and ion redistribution patterns observed in our previous ultrastructural and elemental microanalysis work (Crewther et al., 2006; Liang et al., 2004; Liang et al., 1996) were also identifiable using the GSEA approach to microarray data.

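GLRA3, a glycine receptor subunit, stood at 11.49 on the control array and 10.46 on the FD 0 hr array at 240 hr, and GABRA6, a subunit of the GABA-A receptor, at 10.55 and 9.70. GLRA1 had a log2 difference of -0.82 and GABRR1, a subunit of the GABA-C receptors of the retina, of -0.22, both of them dim, while GABRA5 was at 0.12. Of the 15 genes, 11 had a measure, of which 9 were lower and 2 higher, with a median of -0.16 (percentile 4.12 of the random lists). The 6 measured genes of the corresponding core list for normal development were all lower, with a median of -0.15, and neither list is independent evidence, since both were chosen on data with these arrays. Of 20 GABA and glycine receptor genes fixed beforehand, 12 were lower and 8 higher, with a median of -0.09. Of 19 glutamate receptor genes, 15 were lower and 3 higher, with a median of -0.18 (percentile 2.57), among them the kainate receptor GRIK1 at -0.74. The voltage-gated channels had a median of -0.09 over 20 genes, with the potassium channels KCNA2 at -2.15 and KCND2 at -1.46. Markers of amacrine and horizontal cells, cones, ganglion cells, and Müller glia and oligodendrocytes were lower on the FD 0 hr array as well. This array had the widest 3′ to 5′ gap of β-actin. From FD 6 hr to FD 24 hr, 15 of these 20 channels were higher, with a median of 0.12 (percentile 99.7), or of 0.27 by the probe sets with the highest mean, while KCNA2 was at -1.41, SCN2A at -0.58 and SCN8A at -0.53, the latter 2 at 0.36 and 0.50 by that choice, and the medians were -0.05 for the core genes, -0.08 for the list for normal development and -0.04 for the GABA and glycine receptors.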

**Figure 7:**
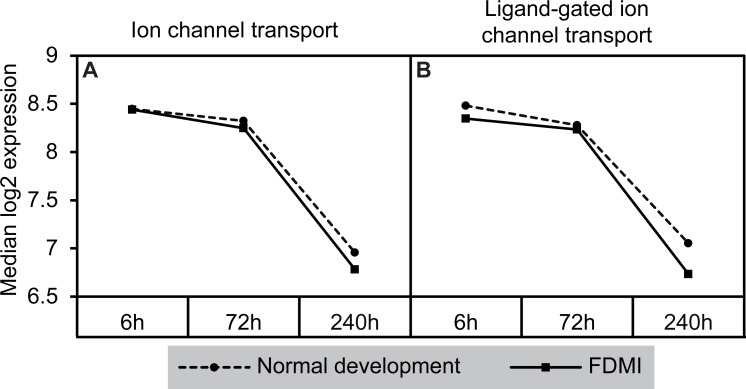
Median expression of pathways involved in ion transport during normal ocular development and in FDMI. Expression of the (A) Ion channel transport and (B) Ligand-gated ion channel transport pathways with significant expression shifts during FDMI (solid lines) compared to normal development (dotted lines) are shown. The ‘*Ligand-gated ion channel transport pathway*’ pathway was also significantly altered during normal development and was clustered with the neurotransmission pathway.

### Novel pathways associated with long-term FDMI as identified by GSEA

#### Complement and coagulation cascades

The strongest median signal of 140% and NES of 2.71 during FDMI (Table 2) was found for two pathways involved in the complement and coagulation cascades (Fig. 8). The Reactome ‘*Complement and coagulation cascade’* pathway was one of the two pathways within this cluster also significantly upregulated in controls (NES = 2.63, *p* = .001). The core genes contributing to the upregulation of this cluster of gene sets include 49 genes, with only 17 of these genes recurrent throughout this cluster. These include alpha-2-macroglobulin (A2M), coagulation factors (F2, F3, F7, F8, F9, F10, F11, F13A1, F13B), fibrinogen (FGA, FGG), kininogen (KNG1), serpins (SERPINC1, SERPING1), thrombomodulin (THBD) and von Willebrand factor (VWF).

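F3, the tissue factor that starts coagulation, stood at 7.93 on the control array and 9.01 on the FD 0 hr array at 240 hr, and F10, the factor of the common pathway, at 5.67 and 6.42. VWF, the carrier of factor VIII, had a log2 difference of 0.33, or of 1.05 under another choice of its probe sets, F9 of -0.16 and A2M, a broad inhibitor of proteases, of -0.16. Of the 17 genes, 15 had a measure, of which 8 were higher and 7 lower, with a median of 0.04 (percentile 66.2 of the random lists), and 11 of the 15 are dim, while the median of the other 4 was -0.11. The paper chose them on data with these arrays, so that the count is not independent evidence. Of 22 complement genes fixed beforehand, 12 were higher and 10 lower, with a median of 0.02. VTN and CLU, which restrain the terminal complement complex, were at -1.65 and -1.16, and C1S and C1QB, parts of the first component, at 0.96 and 0.68, with C1QB at 1.18 by its probe set with the highest mean. Of 27 coagulation genes, 17 were higher and 9 lower, with a median of 0.09 (percentile 92.9), or of 0.29 over those above the dim limit, among them the inhibitor of tissue factor TFPI at 0.66. Between FD 6 hr and FD 24 hr the medians were -0.03 for the core genes and 0.02 for complement. For coagulation the median was -0.05, or -0.16 over the genes above the dim limit, with F3 at -0.88.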

**Figure 8:**
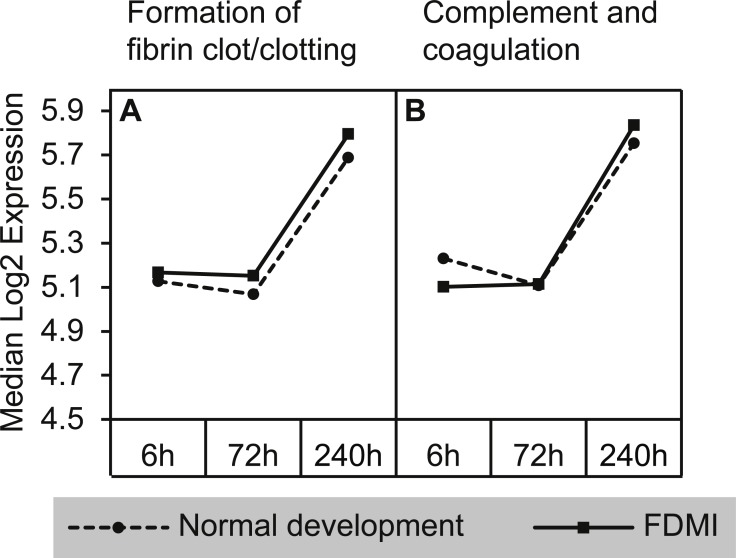
Median expression of pathways involved in the complement and coagulation cascade. Graphs indicate greater expression shift in the complement & coagulation cascade between 72 h and 240 h of occluder wear for both (A) formation of fibrin clot/clotting cascade and (B) complement and coagulation cascades. Note that the ‘*complement and coagulation cascades’* pathway was also significantly altered during normal development.

#### Cytochrome p450

This cluster of gene sets produced the second highest median signal (133%) during FDMI with an NES of 2.63 (Table 2; Fig. 9). The core genes underlying the upregulation of this cluster of pathways include the monooxygenases CYP1A2, CYP2C18, CYP3A4, and CYP3A7 that are found in the endoplasmic reticulum (Park et al., 2014) and present in all five pathways within this cluster (File S1B). 

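CYP3A4, a monooxygenase of drugs and steroids, stood at 5.74 on the control array and 6.03 on the FD 0 hr array at 240 hr. CYP1A2 was at 6.24 and 6.05, and CYP2C18 at 4.88 and 4.75. All of these genes are dim on these arrays, and CYP3A7 had no measure. Their median log2 difference was -0.12 (percentile 23.2 of the random lists), with 1 gene higher and 2 lower, and between FD 6 hr and FD 24 hr it was -0.04. As the paper's core genes they were chosen on data with these arrays, and their count is not independent evidence.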

The role of cytochrome p450 is in xenobiotic metabolism and subsequent synthesis of cholesterol, steroids and other lipids (Nebert & Russell, 2002). Expression of CYP1A2 is induced by the aryl hydrocarbon receptor (AHR) and HIF 1 beta (Nebert et al., 2000; Stejskalova et al., 2011). Interestingly, CYP1A1 has been reported to be involved in retinoic acid (RA) biosynthesis where manipulation of the AHR gene results in reduced retinoic acid metabolism (Andreola et al., 1997). This is an interesting finding as CYP7A1 and CYP8B1 have also been identified as core genes in bile acid metabolism during FDMR, and are inhibited by RA (Yang et al., 2014). 

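CYP7A1, the rate-limiting enzyme of bile acid synthesis, stood at 4.64 at FD 0 hr, 4.63 at FD 6 hr and 4.52 at FD 24 hr, after 4.27 on the control array. CYP8B1, the sterol hydroxylase that leads to cholic acid, was at 5.58, 5.34 and 5.17 at these times, after 5.24 on the control array. At FD 24 hr minus FD 0 hr the log2 differences were -0.12 and -0.41. Each gene was read by 1 probe set, and both are dim on these arrays.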

CYP3A4 and CYP3A7 but not CYP2C18 have been shown to be suppressed in the presence of inflammatory cytokines (Aitken & Morgan, 2007). Therefore, dysregulation of cytochrome p450 is likely to have implications for presence of oxidative stress, endoplasmic reticulum stress and, if persistent, to be a serious risk factor for myopia and more severe ophthalmic disease.

**Figure 9:**
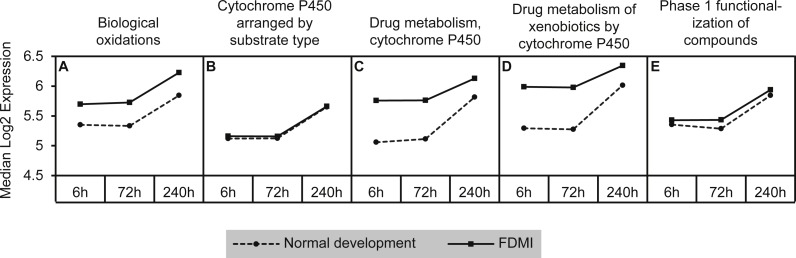
Median expression of pathways involved in cytochrome p450 metabolism. Graph indicates enhanced expression in cytochrome p450 related pathways in FDMI compared to normal development. (A) Biological oxidations (B) Cytochrome P450 arranged by substrate type (C) Drug metabolism, cytochrome P450 (D) Drug metabolism of xenobiotics by cytochrome P450 (E) Phase 1 functionalization of compounds.

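At 240 hr, CYP46A1, which hydroxylates cholesterol in neurons, was higher on the FD 0 hr array than on the control array by 0.55 and CYP4V2, a fatty acid hydroxylase of the eye, by 0.34. Of 29 cytochrome P450 genes fixed beforehand, 15 were higher and 13 lower, with a median log2 difference of 0.01 (percentile 60.4 of the random lists). Of these genes 10 were above the dim limit. Between FD 6 hr and FD 24 hr, 14 were higher and 15 lower, with a median of -0.01, among them CYP26A1 at -1.63 and CYP1B1 at -0.36.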

### GSEA of recovery from FDM

GSEA to identify KEGG, Reactome, and BioCarta pathways showing expression shifts that correlated with recovery from FD by occlusion (in hours; 6 hr and 240 hr) was also performed. 

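AKR1D1, the steroid reductase of bile acid synthesis, and SLCO1A2, an organic anion transporter, were lower at FD 24 hr than at FD 0 hr, with log2 differences of -1.95 and -1.01. CH25H, a cholesterol hydroxylase, was at -1.04. Of 25 genes of bile acid synthesis and transport that had a measure in a list of 27 fixed before the data were examined, 18 were lower and 7 higher at FD 24 hr, with a median of -0.12 (percentile 3.60 of the random lists). Ranked by Pearson's correlation with hours of recovery, the list had an enrichment score of -0.37 (percentile 1.45). The score was -0.64 when ranked by FD 24 hr minus FD 0 hr and -0.63 by FD 24 hr minus FD 6 hr. Of these 25 genes, 13 are core genes that the paper chose on these arrays, so the list's percentiles are not independent evidence. The 12 members of this list that are not among the paper's core genes were split into 6 higher and 6 lower, with a median of -0.03. For FD 24 hr minus control the 25 genes had a median of -0.01, with 12 higher and 13 lower. Markers of amacrine and horizontal cells, cones and ganglion cells were higher over the same 24 hr, and the 3′ to 5′ gap of β-actin was widest on the FD 0 hr array. From FD 6 hr to FD 24 hr, 15 of the 25 genes were lower and the median was -0.10, while the 12 genes had a median of 0.02. Of the 25 genes, 10 were above the dim limit, and their medians were -0.39 for FD 24 hr minus FD 0 hr and -0.37 from FD 6 hr to FD 24 hr.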

The only gene set significantly altered during the first 24 h of refractive recovery was the bile acid and bile salt metabolism pathway. Bile acid synthesis is reliant on the interaction of peroxisome degradation and mitochondrial metabolism with the end products of cholesterol utilization being the bile acids (Lefebvre et al., 2009). Indeed, the synthesis of the bile acids is the major pathway of cholesterol catabolism in mammals. The 14 core genes involved include SLC10A1, ACOX2, AKR1D1, FABP6, CH25H, ABCC3, HSD17B4, ALB, ABCB11, CYP7B1, HSD3B7, SLCO1A2, AMACR, and CYP46A1 (Fig. 10). 

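Of these 14 genes, 13 had a measure and SLC10A1 had none. AKR1D1 was at 5.73 on the control array, 7.63 at FD 0 hr, 6.34 at FD 6 hr and 5.68 at FD 24 hr. CH25H, which makes an oxysterol, was at 5.97, 8.07, 8.35 and 7.03, and SLCO1A2, which carries bile salts, at 7.21, 8.31, 8.06 and 7.30. AMACR, a racemase of peroxisomes, was at -0.59 for FD 24 hr minus FD 0 hr and CYP46A1 at -0.39. Of the 13 genes, 12 were lower at FD 24 hr than at FD 0 hr, with a median log2 difference of -0.34 (percentile 0.085 of the random lists), and 11 were lower than at FD 6 hr, with a median of -0.23. Over the same 24 hr markers of amacrine and horizontal cells, cones and ganglion cells were higher, and the 3′ to 5′ gap of β-actin was widest on the FD 0 hr array. Against control, 12 were higher at FD 0 hr, with a median of 0.44 (percentile 99.98), and 2 of the 13 genes, AMACR and HSD17B4, lie on the Z chromosome. At FD 24 hr minus control the median was 0.09. FABP6, ALB, CYP7B1 and HSD3B7 are dim on these arrays, and because the paper chose the core genes on these arrays, their count is not independent evidence. For its set of 23 genes the paper's reported enrichment score is -0.52, its normalised score -2.20 and its false discovery rate 0.0475, and the paper states that no other gene set was significantly altered in early recovery. It describes bile acid synthesis as reliant on peroxisomes and mitochondrial metabolism, with the bile acids as end products of cholesterol use. The 13 measured core genes had an enrichment score of -0.59 (percentile 0.12).

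**Figure D2:**
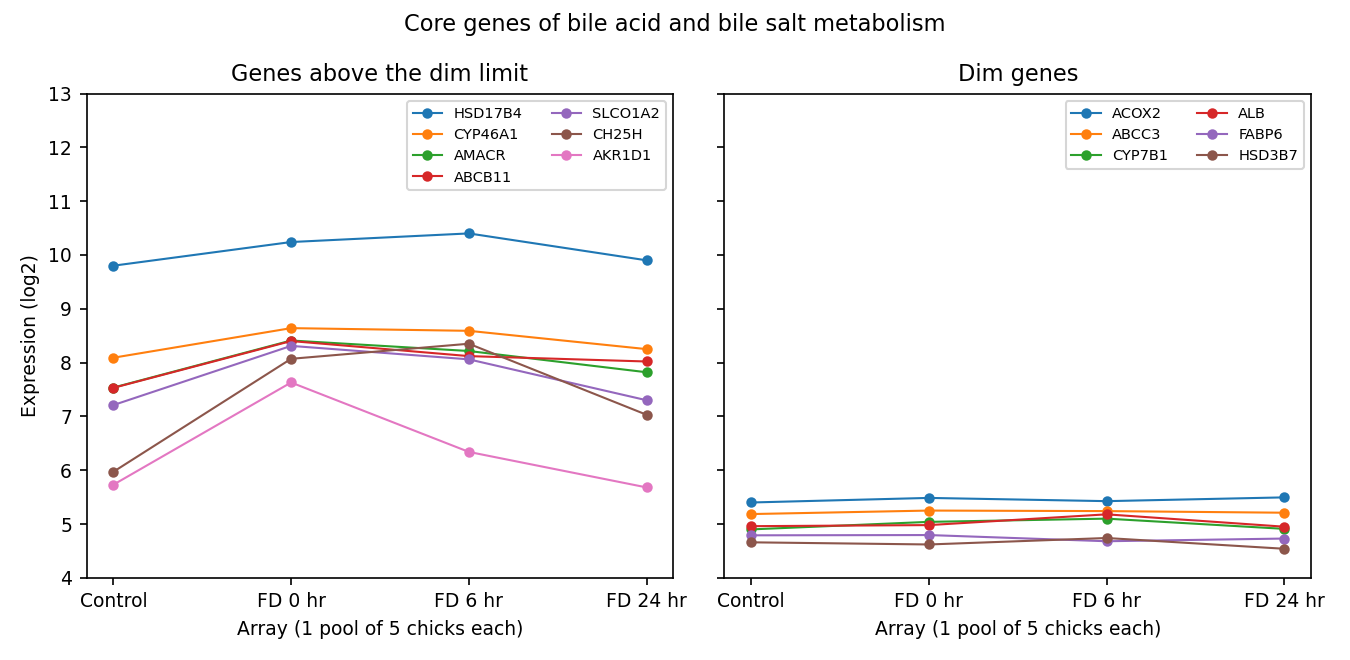
Log2 expression of the 13 measured core genes on the control, FD 0 hr, FD 6 hr and FD 24 hr arrays, each point 1 pool of 5 chicks, with the genes above the dim limit on the left and the dim genes on the right. AKR1D1 stands at 7.63 at FD 0 hr and 5.68 at FD 24 hr, while the dim genes stay between 4.54 and 5.50 on all arrays.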

SLC10A1 (sodium taurocholate cotransporting polypeptide), SLCO1A2 (sodium-independent Organic anion transporter), and cytochrome P450 genes, CYP7B1 and CYP46A1 are known to be involved with cholesterol pathways in brain. Other genes involved include protein members of the superfamily of ATP-binding cassette (ABC) transporters ABCC3, bile salt export pump ABCB11, and peroxisome genes acyl-coenzyme A oxidase 2 (ACOX2), and hydroxysteroid (17-beta) dehydrogenase 4 (HSD17B4).

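ABCB11, the bile salt export pump, stood at 7.53 on the control array, 8.40 at FD 0 hr, 8.12 at FD 6 hr and 8.02 at FD 24 hr. HSD17B4, an enzyme of peroxisomal beta-oxidation on the Z chromosome, was at 9.80, 10.24, 10.40 and 9.90. ABCC3, a transporter of organic anions, was at 5.25 at FD 0 hr and 5.21 at FD 24 hr, and the oxidase ACOX2, whose probe sets did not go one way, had a log2 difference of 0.01 between these arrays. Both ABCC3 and ACOX2 are dim.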

**Figure 10:**
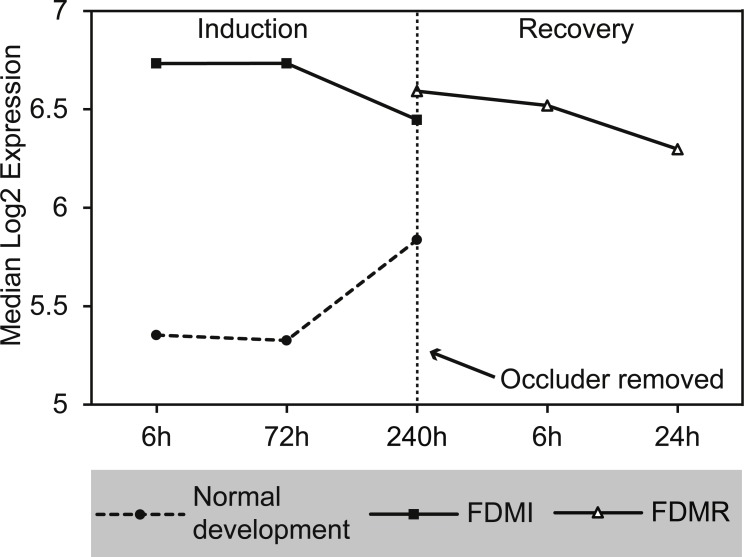
Median expression of core genes in the bile acid and bile salt metabolism pathway during FDM. Graphs shows median change of the core genes during normal ocular development, FDMI, and FDMR. This pathway was found to be significant for FDMI (left, solid line) and FDMR (right, solid line) but not in normal development. Note: Median expression value was calculated based on core genes identified in each experimental group. This pathway was not significantly altered during normal ocular development but data are shown for comparison purposes (dotted line).

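Between FD 0 hr and FD 6 hr the median log2 difference over the 13 measured core genes was -0.05, and in the array medians the middle gene was AKR1D1 on each of the 4 arrays. Over the core genes above the dim limit, which are AKR1D1, CH25H, SLCO1A2, AMACR, ABCB11, CYP46A1 and HSD17B4, the median level was 8.40 at FD 0 hr, 8.21 at FD 6 hr and 7.82 at FD 24 hr.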

#### Gene validation

The microarray results described here are consistent with our previously published work using RNA-seq (Riddell et al., 2016). Hence, we chose not to validate core genes from each pathway by qPCR or other molecular technique as there are >130 pathways identified in this study. Furthermore, validation of the core genes using qPCR is often questionable as it is reportedly subject to within-lab and technical differences (microarray vs qPCR) (Nygaard & Hovig, 2009). Microarrays have been shown to exhibit good sensitivity and specificity in detecting gene expression changes (Dago et al., 2014) and perform comparatively to RNA-seq, as indicated above in our lab particularly (Riddell et al., 2016). Additionally, single-gene analysis will not confirm significance of biological pathways identified in GSEA. For example, in the FDMI dataset, EIF4EBP1 was highly ranked at the top of the gene list for GSEA (i.e., highly upregulated; see Table S3). This gene was only identified as a core gene in the ‘Translation’ pathway. 

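EIF4EBP1, the repressor of cap-dependent translation, stood at 10.71 on the control array and 11.55 on the FD 0 hr array at 240 hr, a log2 difference of 0.84. During recovery it was at 11.20 at FD 6 hr and 10.87 at FD 24 hr. The gene was read by 1 probe set. Its rank in the paper is by correlation with hours of occluder wear, an unlike measure.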

A gene that was highly ranked at the bottom of the list (i.e., highly down regulated) was GDAP1. 

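GDAP1, a protein of the outer mitochondrial membrane, stood at 4.72 on the control array and 4.63 on the FD 0 hr array at 240 hr, a log2 difference of -0.09. The paper's rank of GDAP1 is by correlation with hours of occluder wear, so that the comparison is unlike. It is dim on these arrays, and its probe sets did not all go one way.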

Interestingly, this gene was not listed as a core gene for any of the significant pathways identified by GSEA suggesting that highly regulated genes are not always responsible for driving treatment-specific biological responses.

## Discussion

Application of the GSEA technique to the existing FDMI microarray data sets and to our new FDMR dataset demonstrate generalized statistical differences in gene pathways. Mitochondrial energy metabolism was the predominant pathway upregulated in both short-term and long-term FDMI. Long-term FDMI resulted in further dysregulation in several pathways including suppression of neurotransmission, neuron structure/growth and subsequent ion transport compared to normal development. Complement pathways were also upregulated significantly over the time of form-deprivation. Furthermore, the only pathway significantly altered during the first 24 h of refractive recovery was the bile acid and bile salt metabolism pathway. This pathway is reliant on the interaction of peroxisome degradation, fatty acid and mitochondrial metabolism (Poirier et al., 2006) and is consistent with the downregulation of fatty acid and PPAR pathways observed in chicks after one day of positive-lens defocus (Riddell et al., 2016).

The identification of significantly upregulated mitochondrial energy metabolism pathways is an important finding. While there was a tendency towards upregulation of the mitochondrial energy metabolism pathway during normal development, these pathways were consistently upregulated immediately after the induction of occlusion and then gradually increased again in expression during later FDMI times (Figs. 4 and 5) as refractive compensation and growth rates normalized. The upregulation in mitochondrial energy pathways over the 10 days of FDMI was not unexpected given previous ultrastructural evidence of abnormal photoreceptor elongation and mitochondrial loss of integrity (Beresford, Crewther & Crewther, 1998; Liang et al., 1995; Liang et al., 2004), and expression studies providing evidence for altered energy metabolism (Riddell et al., 2017; Riddell et al., 2016) and oxidative stress (Francisco, Salvador & Amparo, 2015; Riddell & Crewther, 2017b) in myopia.

The leading-edge genes identified as responsible for the change in these pathways primarily code for the mitochondrial complexes I and III that are primary producers of ROS in the brain and are associated with inability to stabilise ROS. Such instability is known to result in oxidative stress (Francisco, Salvador & Amparo, 2015; Murphy, 2009) which is a likely explanation for the cellular and mitochondrial damage in the retina previously demonstrated ultrastructurally in the FDM model (Liang et al., 2004; Liang et al., 1996). Defects in mitochondrial complexes I and III as a result of increased superoxide and other reactive oxygen species production (Adam-Vizi, 2005) have also been shown to lead to neurodegeneration and subsequent vision loss (Yu et al., 2012). Indeed, this finding is consistent with recently published evidence of increased expression of TCA cycle and mitochondrial metabolism genes following negative-lens wear in chicks (Riddell et al., 2016) and disruptions to TCA cycle metabolite abundance following FDMI in guinea pigs (Yang et al., 2017) further cementing the importance of the mitochondrial respiratory electron transport chain machinery in myopia development.

GSEA also demonstrated a greater number of suppressed transcription and signal transduction pathways during FDMI (Fig. 4) compared to normal development (Fig. 3). The presence of cell maintenance and survival pathways identified during FDMI suggests coordinated interactions between transcription factors, cell cycle components, and signalling molecules (Rue & Martinez Arias, 2015), as would be expected to change in a system responding to external stimuli. The majority of genes underlying the transcriptional events in FDMI were proteasome subunit genes (File S1B). 

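PSMC5, an ATPase of the proteasome's regulator, stood at 10.72 on the control array and 9.27 on the FD 0 hr array at 240 hr, and PSMB4, a subunit of the catalytic core, had a log2 difference of -1.26. PSMD3 of the regulator was at -1.05, while PSMA2 of the core was higher by 0.66, or by 1.20 or 0.12 under other choices of its probe sets. Of 28 proteasome genes, 15 were higher and 13 lower, with a median of 0.04 (percentile 65.2 of the random lists). These genes are a group fixed beforehand and not the paper's core genes. The paper's suppression is a correlation with hours of occluder wear, so that the comparison is unlike. From FD 6 hr to FD 24 hr, 13 were higher and 14 lower, with a median of -0.03 and PSMB4 at 0.62.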

The fact that these genes were suppressed during occluder wear and reduced blood flow further highlights a system under severe physiological and oxidative stress as activation of the proteasome promotes cell survival against ROS-mediated oxidative stress (Choi et al., 2016) as predicted by the RIDE model.

Recent evidence has also suggested a role for ROS in signal transduction by mediating a variety of cellular processes (Sena & Chandel, 2012) including the regulation of neurotransmission (Wilson & Gonzalez-Billault, 2015), NMDA receptor-mediated plasticity (reviewed in Borquez et al., 2016), modification of ion transport mechanisms (Cl channels and cell swelling (Liu et al., 2009)), endoplasmic reticulum (ER) stress and apoptosis by inhibiting WNT activation (Shen et al., 2014). Indeed, when mitochondrial metabolic pathways were upregulated during FDMI, NMDA-mediated signalling and ion transport pathways appeared down-regulated, implicating altered glutamate and glycine signalling, water transport and chloride distribution during FDMI. This NMDA signalling has previously been implicated in ocular growth control in experimental myopia (Fischer, Seltner & Stell, 1997; Fischer, Seltner & Stell, 1998) and together are predicted by the RIDE model.

Accumulating evidence suggests co-influencing roles between oxidative stress and one-carbon metabolism (1-C). In a mouse model of Parkinson’s disease, high Hcy levels inhibited mitochondrial complex 1 activity subsequently leading to an increase in oxidative stress and loss of dopaminergic neurons in the substantia nigra (Paul et al., 2018). These findings may have implications in the current understanding of the role of dopamine in myopia (Zhou et al., 2017). Folate deficiency has been associated with many ocular abnormalities including ectopic lentis, secondary glaucoma, optic atrophy, retinal detachment, cataracts, retinal vascular occlusive disease (Ramakrishnan et al., 2006) and AMD (Gopinath et al., 2013). In astronauts, high Hyc and low folate levels are associated with ophthalmic changes after space flight (Zwart et al., 2012). The microgravity-fluid shifts experienced by astronauts during space flights result in greater choroidal expansion, refractive changes and abrupt increases in IOP (Lee et al., 2016) similar to that observed in the chick model of FDM (Liang et al., 2004) further supporting the RIDE model (Crewther, 2000; Crewther et al., 2006). It is not yet known whether treatment with folic acid will reverse ocular abnormalities where Hcy is elevated however Hcy levels may be an early indicator of myopia (Yap & Naughten, 1998).

The identification of the complement and coagulation cascade as having highest signal strength in comparison to other clusters during prolonged occlusion and induction of FDM implicates previously described physiological stress mechanisms associated with constriction of the choroid and reduced blood flow (Shih, Fitzgerald & Reiner, 1993b). This is an important result as the relationship between complement factors and myopia has only been reported once in humans (Long et al., 2013) and in the cells from posterior sclera of experimentally-induced myopia in guinea pigs (Gao, Long & Yang, 2015). More recently, a meta-analysis has suggested a role for the complement system in experimental myopia (Riddell & Crewther, 2017b). Notably one of the core genes identified in this pathway was serpin peptidase G (C1 inhibitor; SERPING1), which is reported to function to maintain blood vessel integrity by binding to F12a (not identified in this study) and inhibiting Bradykinin (Davis et al., 1986), a protein that promotes inflammation by increasing the permeability of blood vessel walls (Greenwood, 1991) and calcium-dependent release of glutamate from astrocytes (Parpura et al., 1994). 

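SERPING1 stood at 7.02 on the control array and 6.95 on the FD 0 hr array at 240 hr, a log2 difference of -0.07. During recovery this inhibitor was at 6.83 at FD 6 hr and 7.19 at FD 24 hr. It was read by 1 probe set.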

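BDKRB2, a receptor of bradykinin, stood at 4.48 on the control array and 4.41 on the FD 0 hr array at 240 hr, a log2 difference of -0.08. It is dim on these arrays, and its probe sets did not all go one way.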

Interestingly, Bradykinin Receptor B2 (BDKRB2) is also a highly frequent core gene identified in the complement cluster and in the GPCR cluster. Taken together, the regulation of SERPING1 and BDKRB2 may explain the presence of edema and structural changes in the FDMI eye, possibly resulting from the increase in blood vessel permeability during constriction of the choroid via BDKRB2. BDKRB2 has frequently been associated with brain edema, fluid leakage, signaling by GPCR and regulation of actin cytoskeleton and potentially may allow fluids to leak into the retina/vitreous as seen in pathological myopia (Francisco, Salvador & Amparo, 2015). Deficiencies in SERPING1 have also previously been shown to occur in age-related macular degeneration (Ennis et al., 2008).

The identification of bile acid metabolism as the only statistically significant change during FDMI was not predicted but is compatible with all omics results implicating energy, metabolic and ion transport (Hysi et al., 2014; Kiefer et al., 2013; Riddell & Crewther, 2017a; Stone & Khurana, 2010; Verhoeven et al., 2013) and ultrastructural fluid movements (Hysi et al., 2014; Kiefer et al., 2013; Riddell & Crewther, 2017a; Stone & Khurana, 2010; Verhoeven et al., 2013). The finding may be due to the acute time points selected for analysis given that previous ultrastructural descriptions have demonstrated that minimal change in choroidal thickness occurs prior to 72 h after occluder removal (Liang et al., 2004; Liang et al., 1996). This finding is not inconsistent with our conceptualisation of FDMR in an eye that has been under physiological stress for 10 days. Recent reports (Lefebvre et al., 2009; Staels & Fonseca, 2009) also indicate that bile acids regulate not only their own synthesis, but also triglyceride, cholesterol, glucose, and energy homeostasis and play a role in osmoregulation. Bile acid synthesis has also been shown to be inhibited by all-trans retinoic acid by down regulating key bile acid synthesis and metabolism enzymes, such as cytochrome oxidase (CYP7A1, CYP8B1), ion transport (SLC27A5 and AKRLD1) (Mamoon et al., 2014; Yang et al., 2014) and closely associated with clock genes, metabolism and epigenetic regulators (Feng & Lazar, 2012).

The two main limitations of this study are the use of the two types of tissue (retina/RPE and retina/RPE/choroid) and as discussed, the consideration of variance in gene expression between the GSE6543 dataset and GSE89325 dataset due to sample pooling. Our lab has previously assessed the impact of using a combination of ocular tissue in large scale genomic and proteomic studies (Riddell & Crewther, 2017a) and found that regardless of the varying combinations of tissues used in studies of myopia, both FD and optical defocus, similar biological mechanisms were identified. Such similarity in identified biological mechanisms suggests that responses to environmental manipulation that reduces focused visual information is to elicit perturbation of the growth response by the whole eye across multiple tissue layers though originating in the photoreceptor layer and regardless of tissue properties and functions. However, tissue type is not a factor for GSEA as the analysis aims to assess combined changes in expression of genes within biological networks. Furthermore, gene analysis of separate ocular tissue compared to combined tissues show differing expression patterns may confer misleading results. For example, the gene BMP2 that Zhang, Liu & Wildsoet (2012) reported as mainly localised in the retina of chick, has previously been identified as a potential risk factor for myopia in chick retina/RPE (McGlinn et al., 2007) and in chick RPE (Zhang, Liu & Wildsoet, 2012). In a further cohort by the same lab (Zhang et al., 2016), BMP2 was reported as non-significantly expressed in chick retina. Such contradictory results raise issues about the independence of differential gene signalling by BMP2 suggesting that BMP2 perturbation may be more related to other genes responding to the visual manipulation. In fact, our GSEA analysis that assesses the collective gene expression changes in all genes within all known biological pathways has identified BMP2 as a core gene for the immunological cytokine-cytokine receptor interaction pathway. This suggests that BMP2 is possibly functioning as a modulator for inflammation rather than influencing the growth signal (He et al., 2018) in the development of myopia. Thus we contend that pooling RNA from multiple tissues is not an impediment to our GSEA based interpretation as evidenced by the robustness of our current findings with many commonalities between FDMI and FDMR and between the different methodologies and much previous research in human and animals.

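BMP2, a growth factor of the TGF-beta family, stood at 5.45 on the control array and 5.85 on the FD 0 hr array at 240 hr. During recovery it was at 6.81 at FD 6 hr and 6.46 at FD 24 hr, a log2 difference of 0.96 for the first 6 hr. It is dim on these arrays, and by its probe set with the highest mean the differences were -0.30 for FD 0 hr minus control and 1.69 for the first 6 hr.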

## Conclusions

We believe our analyses demonstrate that GSEA is a valuable tool in identifying altered biological pathways in the chick model of refractive error, as well as providing greater statistical power in identifying biological pathways not otherwise considered to be of potential significance. A major strength with GSEA is the generation of further hypotheses related to the understanding that many genes within a biological pathway can contribute to the underlying biology of a disease (Tripathi, Glazko & Emmert-Streib, 2013). Our findings demonstrate that gene pathway changes in mitochondrial energy metabolism, neurotransmission and subsequent involvement of ion homeostasis are tightly coupled to axial length and refraction changes as early as 6 h and 72 h after application of FD. The suppression in bile acid metabolism during early recovery from profound FDM highlights the importance of maintaining energy metabolism in myopia. The GSEA findings provide supporting evidence for the RIDE model as well as complementing earlier biometric and ultrastructural findings showing that form-deprivation occlusion leads to changes in eye volume, refraction, thinning of the retina and choroid, and morphological evidence for hyperosmolarity (Brocker, Thompson & Vasiliou, 2012; Crewther et al., 2006; Grubman et al., 2016; Hollborn et al., 2017; Junghans et al., 1999; Liang et al., 1995; Liang et al., 2004). Although a combination of posterior ocular tissue have been analysed in previous transcriptome studies on refractive errors (McGlinn et al., 2007; Rada & Wiechmann, 2009; Riddell et al., 2016; Shelton et al., 2008; Stone et al., 2011), commonalities in differentially expressed genes have now been identified regardless of species, tissue analysed and genomic platform (Riddell & Crewther, 2017a). Further studies using the GSEA approach may benefit from data collected from next-generation sequencing technologies, as transcripts are sequenced for analysis and genomic annotations are updated. Follow-up studies may also consider refining this analysis in specific retinal cell-types/tissues including the role of the vitreous in ocular development. This study provides an evidence base for further understanding of the biochemical and genetic mechanisms underlying and governing environmentally induced refractive error development in chick with implications for clinical myopia. However, there is need for greater understanding of the effects of FD recovery over a longer period of time, particularly after 72 h where greatest choroidal expansion has been reported (Fig. 1). Future strategies to modify/supplement abnormal mitochondrial dynamics and reduce ionic induction of innate immune responses, may be an attractive therapeutic intervention target.

##  Supplemental Information

10.7717/peerj.5048/supp-1 File S1 Highly regulated biological pathways during normal eye development, form-deprivation induction and form-deprivation recovery (A) Highly regulated biological pathways during normal eye development include 1 BioCarta, 17 KEGG and 43 Reactome pathways. (B) GSEA identified 1 BioCarta, 26 KEGG and 103 Reactome pathways highly regulated in response to 10 days (240 hr) of FD. (C) GSEA identified 1 Reactome pathway highy regulated in response to 24hr recovery post-occluder removal.
The tables are adjustable and information can be manipulated by cluster. Average measures for each cluster are also calculated. *ES, enrichment score; NES, normalised enrichment score; FDR, false discovery rate.*

10.7717/peerj.5048/supp-2 Table S1 Pre-processing report for myopia induction and recovery microarray studies Form-deprivation (FD) myopia induction samples are Control_6h induction (GSM151367, GSM151368, GSM151441, GSM151442, GSM151443, GSM151444), FD_6h induction (GSM151445, GSM151446, GSM151447, GSM151449, GSM151450, GSM151451), Control_72h induction (GSM151452, GSM151453, GSM151454, GSM151455, GSM151456, GSM151457) & FD_72h induction (GSM151458, GSM151459, GSM151460, GSM151461, GSM151462, GSM151463). 

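For the 4 arrays of the recovery study, Table S1 reports the share of probe sets called present, the average background, the scale factor and the fit of the probe-level model. The paper's reported shares of present probe sets are 40.4% for control, 38.1% for FD 0 hr, 40.5% for FD 6 hr and 40.5% for FD 24 hr. Its reported average background is 62.4, 70.9, 87.5 and 89.3 in the same order of arrays. The scale factor that brings an array to a common intensity was, in the paper's report, 0.157, 0.246, 0.131 and 0.137. The mean absolute deviation of the residuals was 0.508, 0.592, 0.527 and 0.507 in that report, which covers 28 arrays modelled together. The mean over all probe sets is 6.63, 6.62, 6.62 and 6.61 in Table S1, as the paper's values, and 6.21, 6.21, 6.21 and 6.20 in the deposited values. Pearson's r between the deposited arrays was 0.919 for control with FD 0 hr, 0.964 for control with FD 24 hr and 0.977 for FD 6 hr with FD 24 hr, across 6101 genes, which are not independent replicates.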

Form-deprivation myopia recovery samples are Control (af1c11867-NL), FD 10 days (af1c1186-FD-0 hrs), 6 h recovery (af1c1160-FD-6 hrs) & 24 h recovery (af1c1160-FD-24 hrs).

10.7717/peerj.5048/supp-3 Table S2 Gene information

10.7717/peerj.5048/supp-4 Table S3 GSEA ranked gene list for FDMI Pearson’s correlation was used to rank and score the genes in the FDMI dataset. Genes at the top or the bottom of the ranked list of genes are highly correlated with duration of short-term occluder wear.

10.7717/peerj.5048/supp-5 Figure S1 Anterior chanber and lens thickness from FDMI and FDMR Mean (±SE) measures of anterior chamber and lens thickness during normal development and following induction (FDMI) and recovery (FDMR) from form deprivation.

10.7717/peerj.5048/supp-6 Figure S2 Ocular Biometrics for FDMI and FDMR Mean (±SE) measures of refractive status, axial length (AL) and vitreous chamber depth (VCD). To complement McGlinn et al (2007), refraction (A) and AL & VCD (B) were collected during 6 h and 72 h of normal development and 6h and 72 h following 7-days induction of myopia. Refraction, AL & VCD measures for 24 h recovery after prolonged form deprivation is shown in (C) and (D). Both refractive state and axial length changes were highly correlated (*r* = .78) during occluder wear (E). Note: Measures for anterior chamber and lens thickness are included in Supplementary Figure 1. Mean (±SE) measures of refractive status, axial length (AL) and vitreous chamber depth (VCD). To complement McGlinn et al (2007), refraction (A) and AL & VCD (B) were collected during 6h and 72h of normal development and 6h and 72 h following 7-days induction of myopia. Refraction, AL & VCD measures for 24 h recovery after prolonged form deprivation is shown in (C) and (D). Both refractive state and axial length changes were highly correlated (r=.78) during occluder wear (E). Note: Measures for anterior chamber and lens thickness are included in Supplementary Figure 1. * *p* < .05, ** *p* < .01, *** *p* < .001.

## Additional Information and Declarations

### Microarray Data Availability

The following information was supplied regarding data availability: The data discussed in this article are available in NCBI’s Gene Expression Omnibus under accession number GSE89325.

# Supplementary material for: Pathway analysis identifies altered mitochondrial metabolism, neurotransmission, structural pathways and complement cascade in retina/RPE/ choroid in chick model of form-deprivation myopia
**Source:** PeerJ. 2018 Jun 27;6:e5048. doi: 10.7717/peerj.5048
**Supplement:** Figure S1 — Mean (±SE) measures of anterior chamber and lens thickness during normal development and following induction (FDMI) and recovery (FDMR) from form deprivation.

Supplementary Figure 1

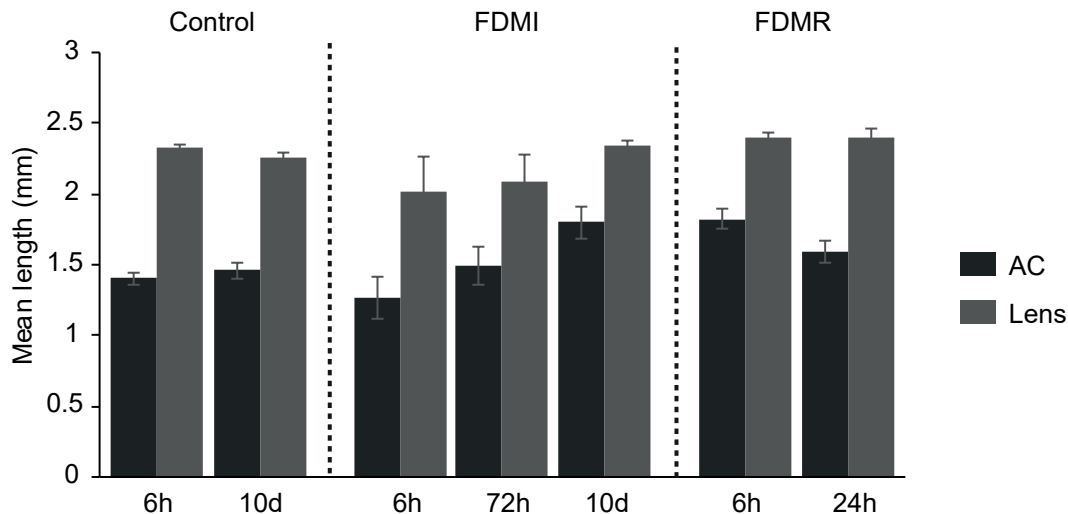

Supplementary Figure 1: Anterior chamber and lens thickness from FDMI and FDMR. Mean ($\pm$ SE) measures of anterior chamber and lens thickness during normal development and following induction (FDMI) and recovery (FDMR) from form deprivation.

How the deposited data were processed for this re-analysis (not part of the article)

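RNA from the pooled retina, RPE and choroid of the right eyes of 5 chicks was measured on each of 4 Affymetrix chicken arrays, with 1 array for control, FD 0 hr, FD 6 hr and FD 24 hr. The authors summarised the arrays with Affymetrix Expression Console and RMA, and the deposited values are in log2 with 2 decimals, 1 value per probe set. The submitters' processing notes also name MAS5. The deposited values were used as they stand, since their medians over all probe sets differed by at most a hundredth between arrays. Table S1 covers a joint run of 28 arrays with other means, so that it is not known whether the deposited values come from a run of the 4 arrays alone. β-actin control probe sets, which the paper describes as masked, are still among the values and were used only as controls.

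Probe sets were paired with genes by the platform's annotation. Probe sets with exactly 1 gene were kept, and a gene's value was the median over its probe sets, as in the paper. Symbols of the paper and of the fixed gene groups were matched to the annotation and to RefSeq synonyms for GRCg7b, which was used for names and chromosomes only. Synonyms that pointed to another gene were excluded by hand. Counts of genes used a log2 difference of 1 and genes with a mean over the 4 arrays above the 60th percentile of probe set means, while medians of gene groups used all measured members. All differences are between single arrays of pooled RNA, so no test, p-value or replicate error was computed, and the number of arrays limits the precision. Signal close to the background hides differences of dim genes.

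For each of 59 gene groups fixed before the data were examined, the members higher and lower, the median and its order-statistic interval at 95% over members were computed. The percentile of the median was taken among 10000 random lists of the same size, drawn in 20 bins of mean expression. The groups were the paper's core gene lists, the lists of Table 1, and groups for bile acids, the respiratory complexes, the TCA cycle, glycolysis, ribosomal proteins, the proteasome, receptors and channels, synaptic vesicle release, endocytosis, complement, coagulation, cytochromes P450, cholesterol synthesis, fatty acid oxidation, the circadian clock, immediate early genes, eye growth, retinoic acid, heat shock, ER stress, oxidative stress, hypoxia, osmoregulation, the cell cycle, interferon and markers of cell types. The enrichment score followed the weighted running sum of GSEA on Pearson's correlation of each gene with 0, 6 and 24 hr of recovery. Correlations between differences were computed across genes with 1000 bootstrap draws for their interval, and beside values from simulated unchanged arrays. The simulated arrays all had the same spread, so that a noisier FD 0 hr array was not simulated.

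The genes named are those that the paper names in its results and discussion and the members of its core lists, the 10 genes with the largest difference in each direction for FD 0 hr minus control, FD 6 hr minus FD 0 hr, FD 24 hr minus FD 0 hr and FD 24 hr minus FD 6 hr, and up to 4 members of each group with the largest difference. The largest differences were taken among genes above the dim limit whose probe sets went the same way. The paper's tables had been read when this rule was set.

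Alternatives set before the data were examined were quantile normalisation of the 4 arrays, centring of each array, the mean of the probe sets, the probe set with the highest mean, leaving out probe sets that may read several transcripts, other limits for dim genes, other ranking metrics and another reference array. Leaving out the genes of the Z and W chromosomes and taking FD 6 hr in place of FD 0 hr against control were chosen after seeing the data. The counts, medians, enrichment scores and correlations were tested on simulated data in which 100 genes were raised and 100 lowered by 2. Of both, 100.0% were counted, as were 0.119% of the unchanged genes. The simulated spread came from FD 24 hr minus FD 6 hr, where probe sets of a gene differed with an SD of 0.26. For FD 0 hr minus control this SD was 0.43, so that more unchanged genes may be counted there than in the simulation. The truncated Tables S2 and S3 and the induction arrays of other series were not analysed here. The computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and the plots used Matplotlib 3.10.9.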

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

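All tests in this part were chosen only after the result was seen, except the test on bile acid genes outside the core for FD 24 hr minus FD 0 hr, which was set before. Of these, 4 tests took the place of earlier ones after the values of these were seen. For the RNA quality of the FD 0 hr pool, the earlier test was the percent of the FD 0 hr median that the FD 6 hr array kept, both against control: 44.6 for amacrine and horizontal cell markers (interval from 27.6 to 108) and 56.3 for the mitochondrial core genes (from 25.4 to 344), against a bound of 33.3. For the separate hybridisation, it was the median of the bile acid core genes from FD 6 hr to FD 24 hr minus that from FD 0 hr to FD 6 hr, at -0.18 against a bound of -0.17, and then, as for the FD 0 hr array alone, their median from FD 6 hr to FD 24 hr, which was -0.23 at percentile 0.195. For a response of the sex-linked genes, it was the median of 6 W genes from FD 0 hr to FD 24 hr, at -0.14.

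Genes of the sex chromosomes set the control array apart from the 3 form-deprived arrays: HINTW of the W chromosome had a log2 difference of -3.84 for FD 0 hr minus control, or of -6.71 or -0.97 under other choices of its probe sets, and the 269 genes of the Z chromosome a median of 0.46, with a 95% interval over genes from 0.37 to 0.57, against -0.06 for autosomal genes. The quality of the FD 0 hr array alone is argued against by the 6 W genes that were lower there by 1 or more, whose median was -1.99 for FD 24 hr minus control, and a drift between large and small chromosomes by the medians of chromosomes 1 to 5, of which the highest was 0.11. RNA of female chicks in the control pool may account for both, since the lowest bound of the Z interval over the 3 arrays was 0.29, above the autosomal median of -0.05. The sample labels give male chicks, but 6 of 17 W genes were lower by 1 or more on each form-deprived array. As the W chromosome is female-specific, this argues against an all-male control pool. A difference in sex would reach all differences from control, autosomal genes included, and cannot be told apart from form deprivation there. A response of single genes to form deprivation is argued against as the whole cause by the Z chromosome as a whole, of which at least 77.7% of the genes were higher than control on each form-deprived array, against at most 47.9% of autosomal genes, and a response beyond that stays open as untested.

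Genes that stood apart from control at FD 0 hr lay closer to control at FD 24 hr, with an r of -0.75 between FD 0 hr minus control and FD 24 hr minus FD 0 hr. The FD 0 hr array that both differences share is argued against as the whole cause by FD 24 hr minus FD 6 hr, which does not contain it and whose r with FD 0 hr minus control had an upper bound of -0.29. The RNA quality of the FD 0 hr pool alone is argued against as the whole cause by the same step. In it the genes higher at FD 0 hr had a median of -0.25 with an upper bound of -0.22. As this step leaves out the FD 0 hr array, it cannot decide on RNA quality that differed across all pools. The earlier test left RNA quality undecided, since both of its intervals spanned the bound. A lower share of neural retina in the FD 0 hr pool cannot be told apart from a response of the tissue, since all 6 lists of neural retina markers were lower, but of the 5 lists for pigment epithelium, endothelium, fibroblasts, smooth muscle and leukocytes 2 were higher and 2 lower, with wide intervals. Recovery of vision may have moved these genes and stays open as untested, as does time of day, which the paper does not give for the arrays.

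The core genes of bile acid and bile salt metabolism were lower at FD 24 hr than at FD 0 hr, at a median of -0.34 with 12 of 13 genes lower. The choice of the core genes on these arrays, the FD 0 hr array alone and the separate hybridisation of the FD 6 hr and FD 24 hr arrays cannot be told apart from a response. The paper took as core genes the members that were lowest over recovery on these same arrays, so that neither their own steps nor the 12 bile acid genes left outside the core decide, although the latter lay at percentile 39.8 for FD 24 hr minus FD 0 hr, 64.3 for FD 24 hr minus FD 6 hr and 23.4 for FD 6 hr minus FD 0 hr. A response to the removal of the occluder stays open as untested.

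MLANA, a melanosome gene of the Z chromosome that the paper does not discuss, was higher at FD 0 hr than on the control array by 3.22. NFIL3, a clock gene of the Z chromosome that the paper does not discuss, was higher at FD 6 hr than on the control array by 1.43. The markers of fibroblasts and extracellular matrix, a group outside the paper's pathways, had a median of 0.23 for FD 0 hr minus control, with 20 of 26 genes higher, or of 0.76 by the probe sets with the highest mean.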

How the results depend on the processing

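Leaving out the Z and W genes and taking FD 6 hr in place of FD 0 hr against control were chosen only after the results were seen, and the other alternatives were set before the data were examined. No paired analysis was possible because each condition is 1 array of pooled RNA. The 2 correlations between differences kept their value within the interval over genes in all 12 recomputations. So did 1054 of 1084 recomputed medians of gene groups. Of the enrichment scores, 33 of 36 moved by less than the SD of the scores of the random lists. That SD was 0.23 for bile acid synthesis and transport, which is a loose bound. Of the counts, 75 of 98 stayed within 1.5 times. Of 891 recomputed differences of named genes, 840 moved by less than the spread between probe sets, 50 by more and 1 reversed: EBF3 was at 0.11 by its probe set with the highest mean for FD 0 hr minus control, against -2.53. The choice of probe set also moved HINTW to -6.71 by its probe set with the highest mean and to -0.97 without probe sets named _s_at, _x_at or _a_at for FD 0 hr minus control. Quantile normalisation and centring changed none of these verdicts. Signal close to the background limits the dim genes, which include most bile acid, coagulation and cytochrome P450 genes, and a group's interval covers its genes and not the difference between pools. Unless stated, the cause was not tested.

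With the probe set of the highest mean, the counts of genes higher and lower were 460 and 437 for FD 0 hr minus control, 175 and 225 for FD 24 hr minus FD 0 hr, 32 and 88 for FD 24 hr minus FD 6 hr, 49 lower for FD 6 hr minus FD 0 hr, 105 higher for FD 24 hr minus control and 170 higher for FD 6 hr minus control. The mains were 279 and 279, 107 and 148, 19 and 57, 28, 60 and 111. In this setting the medians were 0.27 for voltage-gated channels and -0.11 for smooth muscle from FD 6 hr to FD 24 hr, and 0.76 for fibroblasts and -0.23 for bile acid genes outside the core for FD 0 hr minus control. A dim limit at the 80th percentile leaves fewer genes to count: 175 higher for FD 0 hr minus control, 15 lower for FD 6 hr minus FD 0 hr, 75 lower for FD 24 hr minus FD 0 hr, 32 lower for FD 24 hr minus FD 6 hr, 38 higher and 49 lower for FD 24 hr minus control and 63 and 43 for FD 6 hr minus control, where the main counts of lower genes were 87 and 72. Without any dim limit, 43 genes were lower for FD 6 hr minus FD 0 hr. Without probe sets named _s_at, _x_at or _a_at, 27 were higher for FD 6 hr minus FD 0 hr against 51, which made 51.9% higher, and the medians were -0.065 for oxidative phosphorylation and -0.06 for the TCA cycle and electron transport from FD 6 hr to FD 24 hr and 0.0275 for hypoxia at FD 0 hr.

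Without Z and W genes, 31 genes were higher for FD 24 hr minus control and 70 for FD 6 hr minus control, where the genes left out are the cause by construction, with 26.7% of the genes counted higher in the former and 70 genes lower in the latter. With FD 6 hr in place of FD 0 hr, 111 genes were higher and 72 lower than control, 60.7% higher, and the medians were 0.035 for eye growth and -0.14 for Müller glia and oligodendrocytes. With control in place of FD 0 hr, the medians at FD 24 hr reversed to 0.09 for the bile acid core genes, to 0.18 for the mitochondrial core genes, to -0.21 for amacrine and horizontal cells and to -0.03 for ganglion cells, and were 0.19 for oxidative phosphorylation, 0.225 for complex IV, 0.28 for ATP synthase and -0.01 for bile acid synthesis and transport. With FD 6 hr in place of FD 0 hr, the FD 24 hr medians were 0.155 for amacrine and horizontal cells and -0.055 for rods. With members above the dim limit only, the medians for FD 0 hr minus control were -0.11 for the complement and coagulation core genes, 0.71 for bile acid synthesis and transport, 0.29 for coagulation, 0.40 for the cell cycle, 0.64 for interferon, -0.27 for endothelium and 0.17 for skeletal muscle. For FD 24 hr minus FD 6 hr they were -0.37 for bile acid synthesis and transport, -0.16 for coagulation and -0.10 for skeletal muscle, and -0.39 for bile acid synthesis and transport at FD 24 hr minus FD 0 hr. Ranked by FD 24 hr minus FD 0 hr in place of the correlation, the enrichment scores were -0.64 for bile acid synthesis and transport and -0.58 for oxidative phosphorylation, and by FD 24 hr minus FD 6 hr -0.63 for the former.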

Differences from the paper's values

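For the median of the bile acid core genes at FD 0 hr, the paper's value is about 6.6 in Fig. 10, read by eye, and the value here is 7.63 on the log2 scale. Leaving out the probe sets named _s_at, _x_at and _a_at, an alternative set before the data were examined, gave 6.67 and closed the gap, with 10 of the 13 genes left. Quantile normalisation gave 7.66, centring and the mean of the probe sets 7.63, the probe set with the highest mean 7.63 and the genes above the dim limit 8.40, and none of these closed it. For FD 24 hr the paper's value is about 6.3 in Fig. 10, read by eye, and the value here is 5.68. Without the named probe sets it was 6.17, which closed the gap, whereas quantile normalisation, centring and the mean of the probe sets gave 5.68, the probe set with the highest mean 7.03 and the genes above the dim limit 7.82. At FD 6 hr the paper's value is about 6.5, read by eye, and the value here is 6.34. Without the named probe sets it was 6.745, further from the paper's value. That setting rose from FD 0 hr to FD 6 hr, where Fig. 10 falls, so it does not settle the source of the gaps. The legend of Fig. 10 takes the median over the core genes of each experimental group. The paper's abstract describes the bile acid and bile salt pathways as upregulated in early recovery, while its conclusions name a suppression and its reported enrichment score is -0.52. Here 12 of 13 core genes were lower at FD 24 hr than at FD 0 hr, against the direction given in the abstract. They were chosen on these arrays, so that their count is not independent evidence.

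For the poly-A control *phe*, the paper's value in Table S1 is 7.16 on the control array and the value here is 6.47, and at FD 0 hr the paper's value is 7.75 and the value here 7.14. For *lys* the paper's values are 5.35 and 6.32 for control and FD 0 hr, and the values here 4.66 and 5.38. Quantile normalisation gave 6.46, 7.16, 4.67 and 5.38 for these pairs in turn, centring of each array gave 6.46, 7.14, 4.66 and 5.38, and neither closed a gap.

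The paper's upregulation in FDMI is a correlation with hours of occluder wear over 6, 72 and 240 hr, whereas the values here are FD 0 hr minus control at 240 hr, so that the comparisons are unlike. The paper describes upregulation of the cytochrome P450 core genes in FDMI, and of the 3 measured here 1 was higher and 2 lower, with a median of -0.12, while CYP3A4 was higher by 0.29. Fig. 5 draws the median of the oxidative phosphorylation core genes below control at the last time of occluder wear, and here 37 of 49 genes of the Table 1 list were higher, with a median of 0.39, in the direction of the paper's text. In the same unlike comparison, the paper counts SERPING1 and BDKRB2 among the core genes of its upregulated complement cluster, and their differences here were -0.07 and -0.08, while the complement and coagulation core genes were 8 higher and 7 lower.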

Other observations

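Markers of several retinal neurons and of Müller glia and oligodendrocytes were lower at the end of form deprivation, the glia at percentile 0.42 of the random lists. The medians of rods and bipolar cells lay at percentiles 23.2 and 9.39. The FD 0 hr array also had the widest 3′ to 5′ gap of β-actin, at 3.72 against 2.54 on the control array. Of 13 genes of amacrine and horizontal cells 12 were lower at FD 0 hr than on the control array, with a median log2 difference of -0.65 and, among them, the transcription factor TFAP2B at -2.40, the glycine transporter SLC6A9 at -1.93 and the calcium-binding CALB2 at -1.31. The median was -0.39 for 14 cone genes, with OPN2SW, a short-wavelength opsin, at -1.72, -0.24 for 16 ganglion cell genes, with the transcription factor EBF3 at -2.53, or at 0.11 by its probe set with the highest mean, and the neurofilaments NEFM at -1.82, or -0.76 by that choice, and NEFL at -1.44, -0.22 for 9 bipolar cell genes, with an interval from -0.69 to 0.33, -0.15 for 9 rod genes and -0.37 for 15 genes of Müller glia and oligodendrocytes, or -0.14 with the FD 6 hr array in place of FD 0 hr. Between FD 6 hr and FD 24 hr the medians were 0.36 for cones, 0.24 for ganglion cells and 0.16 for amacrine and horizontal cells, all above percentile 99.8 of the random lists, and -0.06, -0.02 and -0.01 for rods, bipolar cells and glia. Outside the neural retina, the medians for FD 0 hr minus control were 0.00 for 21 genes of the RPE, although the melanosome genes TYRP1 and DCT were at 1.39 and 1.17, 0.23 for 26 genes of fibroblasts and extracellular matrix, or 0.76 by the probe sets with the highest mean, with the collagen COL14A1 at 1.27, or 0.46 as the mean of its probe sets, and the proteoglycan OGN at 1.12, 0.03 for endothelium, or -0.27 above the dim limit, -0.03 for smooth muscle, -0.03 for leukocytes, -0.17 for erythrocytes, 0.02 for skeletal muscle, or 0.17 above the dim limit, -0.02 for lens and 0.03 for ciliary body and sclera. For FD 24 hr minus FD 6 hr these 9 groups lay between -0.08 and 0.08, with smooth muscle at -0.11 by the probe sets with the highest mean and skeletal muscle at -0.10 above the dim limit. TYRP1 lies on the Z chromosome.

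Of 49 genes studied in eye growth, 31 were lower and 16 higher at FD 0 hr than on the control array, with a median of -0.10, or of 0.035 with the FD 6 hr array in its place. GCG, the precursor of glucagon in retinal amacrine cells, was higher by 1.32, and the retinoic acid synthase ALDH1A3 stood at 6.45 on the control array, 7.96 at FD 0 hr, 8.26 at FD 6 hr and 7.37 at FD 24 hr. Over 18 genes of retinoic acid metabolism the median was -0.24, and -0.17 from FD 6 hr to FD 24 hr with 12 genes lower. Among the clock genes, ARNTL2 stood at 9.84, 9.93 and 8.70 and BHLHE41 at 10.29, 10.34 and 11.37 at FD 0 hr, FD 6 hr and FD 24 hr, whereas the 23 clock genes had medians of -0.08 for FD 0 hr minus control and 0.07 from FD 6 hr to FD 24 hr, with 13 higher and 10 lower in that step. GSTA2 and CAT, which detoxify electrophiles and hydrogen peroxide, were higher at FD 0 hr by 1.18 and 1.08, although the 28 genes of the oxidative stress response had a median of 0.02. Genes of the cell cycle had a median of 0.24, or 0.40 above the dim limit, with 22 of 32 higher, among them MKI67 at 0.87, and genes of the interferon response one of 0.27, or 0.64 above the dim limit, with 12 of 17 higher, among them IFI6 at 1.88 and MX1 at 0.71. The median for FD 0 hr minus control was 0.13 for fatty acid oxidation and PPAR, with ACAA2 of the Z chromosome at 1.45. For cholesterol synthesis it was -0.12, with SREBF2 at -1.58, and for immediate early genes -0.23, with NR4A2 at -0.54. It was -0.07 for heat shock proteins and -0.10 for ER stress. For hypoxia it was -0.12, or 0.0275 without probe sets that may read several transcripts, with SLC2A1 at -1.14. For osmoregulation it was -0.01, with SGK1 at -0.83, or -0.02 by its probe set with the highest mean.

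Lists that the paper drew from its short-term arrays were measured on these arrays too. For FD 0 hr minus control the median was 0.27 for 69 genes of translation, with SRP19 of the Z chromosome at 1.80. It was 0.11 for 21 genes of mitochondrial protein import and 0.32 for 7 genes of the folate pool, with TYMS at 1.17. For 7 genes of cholesterol biosynthesis it was 0.30, and for 21 genes of the ER phagosome pathway 0.03. For 59 ribosomal protein genes the median was 0.29 with 46 higher, among them RPS24 and RPL29. From FD 6 hr to FD 24 hr the medians of these lists were -0.05, -0.09, -0.11, -0.15, -0.13 and, for ribosomal proteins, -0.02.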
